# M2 Macrophage-Derived Exosomes Ameliorate BPD by Inhibiting Ferroptosis via Suppression of the ZAKα-p38 Signaling Pathway

**DOI:** 10.3390/antiox15030326

**Published:** 2026-03-05

**Authors:** Yuhan Pu, Mingyue Lv, Ru Yan, Honglian Zhang, Lihui Yu, Weilai Jin, Le Zhang, Zhiwei Yu, Yahui Zhou

**Keywords:** bronchopulmonary dysplasia (BPD), M2-Exo, ferroptosis, ribosome, ZAKα/p38 pathway

## Abstract

Background: Bronchopulmonary dysplasia (BPD) is a common lung disease in premature infants. Hyperoxia-induced oxidative stress and ferroptosis are key pathological mechanisms leading to alveolar epithelial (AT) cell injury and impaired alveolar development. M2 macrophage-derived exosomes (M2-Exo), as intercellular communication carriers, have potential protective effects in regulating oxidative stress-related diseases, but the molecular mechanism by which they exert effects by regulating ferroptosis in BPD remains unclear. Objective: To explore the protective effect of M2-Exo on hyperoxia or inflammation-induced BPD models and clarify its antioxidant mechanism. Method: In vitro AT cell injury models and in vivo BPD models were constructed by hyperoxia or LPS induction. M2-Exo were isolated, identified, and used to intervene in models. Oxidative stress and ferroptosis-related indicators (ROS, MDA, iron accumulation, GPX4), AT cell functional markers (AQP5, SPC), and ZAKα-p38 pathway activation contents were detected. ZAKα overexpression was used to verify pathway dependence. Results: M2-Exo intervention significantly enhanced AT cell viability, upregulated the expression of AQP5 and SPC, and reversed alveolar simplification. Concurrently, it effectively suppressed hyperoxia or LPS-induced oxidative stress and ferroptosis, as evidenced by reduced contents of ROS and MDA, diminished iron accumulation, and GPX4 expression. Mechanistically, M2-Exo significantly inhibited the activation of the ZAKα-p38 pathway, and ZAKα overexpression could antagonize the antioxidant, anti-ferroptotic, and AT cell protective effects of M2-Exo. Conclusions: M2-Exo alleviate AT cell oxidative stress and ferroptosis by inhibiting the ZAKα-p38 pathway, thereby improving hyperoxia or inflammation-induced BPD and providing a new strategy and molecular target for the antioxidant treatment of BPD.

## 1. Introduction

Bronchopulmonary dysplasia (BPD) remains a major clinical challenge, particularly among premature infants [1]. Although advances in neonatal care have improved survival rates, the incidence and treatment outcomes for BPD have shown limited progress [2].

Thus, identifying effective therapeutic strategies for BPD remains an urgent priority. BPD primarily results from impaired alveolar development, in which alveolar epithelial (AT) cells play a central role. Type 1 alveolar epithelial (AT1) cells cover the alveolar surface and facilitate gas exchange, while type 2 alveolar epithelial (AT2) cells serve as progenitors, capable of self-renewal and differentiation into AT1 cells [3,4].

Recent research has underscored the importance of alveolar macrophages (AMs) in alveolar development. For instance, AM transplantation has been shown to ameliorate pathological features in murine BPD models [5]. Macrophages are broadly categorized into M1 (pro-inflammatory) and M2 (anti-inflammatory) phenotypes [6]. Previous studies have reported that M2 macrophages secrete reparative factors such as Activin A, which contribute to AT2 cell recovery and amelioration of BPD in experimental models [7]. These findings suggest that elucidating the molecular communication between AMs and AT cells could yield novel therapeutic insights for BPD.

Exosomes, key mediators of intercellular communication, have emerged as significant contributors in this context [8]. Macrophages, as secretory cells, release exosomes abundantly. Notably, exosomes derived from M2 macrophages (M2-Exo) have been shown to facilitate bone regeneration and angiogenesis in models of bone defects [9], as well as enhance vascularization and cardiac function following myocardial infarction [10]. These observations raise the possibility that M2-Exo may similarly influence AT cell biology and alveolar development, thereby offering a potential therapeutic avenue in BPD.

In the present study, we demonstrated that M2-Exo alleviated alveolar damage induced by hyperoxia or LPS in established BPD models, both of which are widely employed to mimic BPD-related cellular and tissue damage [11,12]. Damage to AT cells resulting from hyperoxia and inflammation is a critical factor in BPD pathogenesis, involving mechanisms such as oxidative stress and apoptosis [13]. Our data indicate that M2-Exo can attenuate these effects by inhibiting ferroptosis—an iron-dependent form of regulated cell death increasingly implicated in alveolar developmental arrest in BPD. Mechanistically, M2-Exo suppressed ferroptosis by downregulating ZAKα expression and inhibiting p38 MAPK phosphorylation. The ZAKα-p38 signaling pathway, a canonical downstream effector of ribosomal stress, is known to be activated upon ribosomal damage [14]. ZAKα is a core regulator of the ribotoxic stress response (RSR). It senses translation abnormalities through its two C-terminal ribosome-binding domains and triggers the p38 signaling pathway [15]. Zou et al. confirmed that inhibiting p38 phosphorylation can suppress ferroptosis and improve cerebral ischemia, while Huang et al. also verified that inhibiting the p38 signaling pathway inhibits ferroptosis in renal cells [16,17]. These findings suggest that M2-Exo may promote alveolar maturation in BPD through ZAKα-p38 signaling pathway to inhibit ferroptosis.

In summary, this study provides preliminary evidence for the role of M2-Exo in mediating interactions between AMs and AT cells, underscoring their potential in promoting alveolar repair in BPD through mechanisms involving ribosomal stability and suppression of ferroptosis.

## 2. Materials and Methods

### 2.1. Chemicals and Reagents

1640 medium (Gibco, Grand Island, NY, USA, Cat. No. C11875500BT);
Fetal bovine serum (Gibco, Grand Island, NY, USA, USA, Cat. No. A5256701);
Penicillin and streptomycin (Sigma-Aldrich, St. Louis, MO, USA, Cat. No. V900929);
LPS (Sigma-Aldrich, St. Louis, MO, USA, L2630-10MG);
IL-4 (PeproTech, Rocky Hill, NJ, USA, Cat. No. 200-04-20UG);
Exosome isolation kit (Yeasen Biotechnology, Shanghai, China, Cat. No. 41201ES50);
PBS (vivacell, Shanghai, China, Cat. No. C3580-0500);
DIR dye (Thermo Fisher Scientific, Waltham, MA, USA, Cat. No. D12731);
CCK8 (Meilunbio, Dalian, China, Cat. No. MA0218-L);
Apoptosis kit (Vazyme, Nanjing, China, Cat. No. A213-01/02);
ROS assay kit (Beyotime, Shanghai, China, Cat. No. S0033S);
An MDA assay kit (Beyotime, Shanghai, China, S0131S);
FerroOrange assay kit (Dojindo, Kumamoto, Japan, Cat. No. F374);
Trizol (Invitrogen, Carlsbad, CA, USA, Cat. No. 15596026CN);
RIPA lysis buffer (Beyotime, Shanghai, China, Cat. No. P0013B);
5× loading buffer (Epizyme, Shanghai, China, Cat. No. LT101S);
ECL (Vazyme, Nanjing, China, Cat. No. E422);
4% paraformaldehyde (Biosharp, Hefei, China, Cat. No. BL539A);
BSA (Beyotime, Shanghai, China, Cat. No. ST023);
Anti-fading mounting medium containing DAPI (Invitrogen, Carlsbad, CA, USA, Cat. No. P36971);
RNA extraction kit (EZB, Roseville, MN, USA, Cat. No. B0004DP);
Reverse transcription kit: HiScript III RT SuperMix for qPCR (Vazyme, Nanjing, China, Cat. No: R323);
2X ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China, Cat. No. Q711);
Polybrene (Sigma-Aldrich, St. Louis, MO, USA, Cat. No. H9268).

### 2.2. Cell Culture

The lung AT II cell line (MLE-12) and alveolar macrophage line (MH-S) obtained from the Chinese Academy of Sciences were cultured in 1640 medium supplemented with 10% fetal bovine serum, 1% penicillin and streptomycin. The cells were incubated in an incubator at 37 °C and 5% CO_2_. Two types of cell models were established to model bronchopulmonary dysplasia (BPD) in vitro. One was induced by hyperoxia, and the other was induced by lipopolysaccharide (LPS). The cells in the hyperoxia group were placed in a high-oxygen incubator and exposed to 85% oxygen. The cells in the LPS group were maintained under normal oxygen conditions (21% O_2_) and treated with 100 ng/mL LPS. In the intervention groups, M2 macrophage-derived exosomes (M2-Exo) were added after hyperoxia or LPS treatment. The final concentration of M2-Exo was 10 µg/mL.

### 2.3. Induced Differentiation of M2 Macrophages

When the alveolar macrophage culture reached 70% confluence, 20 ng/mL IL-4 was added to the medium to stimulate differentiation for 24 h, inducing the polarization of M0 macrophages toward the M2 phenotype. The cells were then continuously cultured for three days, after which the supernatant was collected daily, and a fresh culture medium was added.

### 2.4. Identification of M2 Macrophages

After cell induction was completed according to the aforementioned steps, the phenotype of the macrophages was determined by detecting the surface markers and specific cytokines of M2 macrophages. The markers and cytokines examined included IL-1β, IL-6, Arginase-1 (Arg-1), and CD206.

### 2.5. Isolation and Identification of M2-Exo

The exosomes were extracted using an exosome isolation kit. The specific steps were as follows. Following centrifugation of the collected culture medium at 3000× *g* for 10 min, the supernatant was carefully collected. A volume of 10 mL of the collected cell culture supernatant was transferred to a clean tube, followed by the addition of 2.5 mL of the exosome extraction reagent. The mixture was vortexed for 1 min and incubated at 2–8 °C for 2 h. Subsequently, samples were centrifuged at 10,000× *g* for 60 min. After centrifugation, the supernatant was carefully removed, and the resulting pellet was resuspended in 100 μL of PBS.

### 2.6. Transmission Electron Microscopy (TEM)

Fresh exosome suspensions were adsorbed onto Formvar-coated copper grids placed on Parafilm for 10 min. After removal of excess liquid, grids were fixed with 2.5% glutaraldehyde for 5 min, rinsed with deionized water, and negatively stained with uranyl acetate for 1–10 min at room temperature. Grids were further contrasted with methyl cellulose for 5 min, air-dried or lamp-dried, and examined using a Tecnai transmission electron microscope (FEI, Hillsboro, OR, USA).

### 2.7. Nanoparticle Tracking Analysis (NTA)

Exosome size distribution and particle concentration were characterized using nanoparticle tracking analysis. Particle movement was recorded based on Brownian motion. The sample chamber was rinsed with deionized water followed by PBS to avoid contamination. Exosome samples were diluted 1:500 in PBS before analysis.

### 2.8. Exosomal Labeling (In Vitro Studies)

DIR dye was incubated with M2-Exo at a mass ratio of 1:50 for 1 h to allow labeling. The mixture was subsequently centrifuged at 10,000× *g* for 1 h, and the resulting pellet was resuspended in PBS to a final concentration of 1 μg M2-Exo/μL. DIR-labeled M2-Exo were added to cells at a concentration of 10 μg/μL and incubated for 6 h. Following incubation, the culture medium was removed and cells were washed three times with PBS. While washing, the cells were covered with a prewarmed growth medium and incubated for 10 min, after which the medium was discarded. Fluorescence imaging was performed using a fluorescence microscope (Olympus Corporation, Tokyo, Japan).

### 2.9. Cell Proliferation Assay

Cell proliferation was evaluated by conducting a CCK8 assay. MLE-12 cells were inoculated in 96-well plates at a density of 1 × 10^3^ cells/well and then treated with M2-Exo for 0, 24, 48, 72 h. Absorbance was recorded at 450 nm using a microplate reader (Thermo Fisher, USA).

### 2.10. Cell Apoptosis

The degree of apoptosis was determined using an apoptosis kit. Briefly, 1–5 × 10^5^ cells were collected and centrifuged at 1800 rpm (5 min, 4 °C). The samples were washed twice with precooled PBS. Next, 100 μL of 1× binding buffer was added. The cells were resuspended in a staining solution containing 5 μL of Annexin V-FITC and 5 μL of PI, gently mixed, and incubated in the dark at room temperature for 10 min. Finally, 400 μL of 1× binding buffer was added, and the mixture was gently mixed well. The samples were analyzed by flow cytometry (Becton Dickinson, Franklin Lakes, NJ, USA).

### 2.11. Oxidative Stress

We performed ROS assays using a ROS assay kit. MLE-12 cells were exposed to LPS or hyperoxia for 24 h to induce ROS production; a positive control group was included in the assay. The culture medium was replaced after 24 h of incubation. Rosup solution (1:250), which served as the positive control reagent, was added only to the designated positive control wells and incubated at 37 °C for 30 min. After rinsing once with fresh medium, DCFH-DA was diluted 1:2000 in a serum-free culture medium. The culture medium was removed, and the diluted DCFH-DA solution was added to all the wells except the negative control group. Then, the cells were incubated at 37 °C for 20 min. After incubation, the cells were washed to remove excess dye not taken up by the cells. Finally, the cells were collected, and the ROS contents were analyzed via flow cytometry.

### 2.12. MDA Detection

An MDA assay kit was used to measure MDA contents. Briefly, after 24 h of treatment, 1 × 10^6^ cells were lysed with 0.1 mL of lysis buffer. The lysate was centrifuged at 12,000× *g* for 10 min, and the supernatant was collected. The protein concentration was measured to enable normalization and subsequent calculations. The standard solution was diluted with distilled water to final concentrations of 1, 2, 5, 10, 20, and 50 μM to plot the standard curve. In centrifuge tubes or other suitable containers, 0.1 mL of PBS was used as a blank control, 0.1 mL of each standard solution was added for plotting standard curves, and 0.1 mL of the sample mixture was added for measurement. Subsequently, 0.2 mL of the MDA detection working solution was added to each tube. After thorough mixing, the tubes were heated at 100 °C for 15 min. Samples were cooled to room temperature in a water bath and centrifuged at 1000× *g* for 10 min. Absorbance was recorded at 532 nm using a microplate spectrophotometer. The MDA concentration was calculated following the instructions provided with the kit and normalized to the total protein content. The final MDA contents were expressed as nanomoles per milligram of protein.

### 2.13. Intracellular Fe^2+^ Detection

Cells were plated in fluorescence-compatible culture dishes and incubated overnight at 37 °C in 5% CO_2_. The supernatant was removed, and cells were washed three times with serum-free medium. Cells were then exposed to hyperoxia or stimulated with LPS, with or without M2-Exo treatment. After treatment, cells were washed three times with serum-free medium and incubated with FerroOrange working solution (1 μmol/L) for 30 min at 37 °C in 5% CO_2_. Without additional washing, fluorescence was observed immediately by fluorescence microscopy.

### 2.14. RNA-Seq and Bioinformatics Analysis

Total RNA was isolated from MLE-12 cells using Trizol. The library was prepared following the standard protocol provided by the Shanghai Bohao Institute. Library quality and fragment size distribution were evaluated using an Agilent 4200 Bioanalyzer. High-throughput sequencing was conducted on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA). Raw sequencing reads were processed using Seqtk (https://github.com/lh3/seqtk, accessed on 13 November 2025) for quality filtering and subsequently mapped to the reference genome with HISAT2 (version: 2.0.4). Differential expression analysis and downstream statistical analyses were performed using the edgeR (version:3.2.0).

### 2.15. Animals

All animal experiments in this study were approved by the Animal Care and Welfare Ethics Committee of Jiangnan University (Approval No. WXCH2022-12-080, dated 20 December 2022) and conducted strictly adhering to relevant national and international guidelines for animal research. Pregnant Sprague–Dawley rats were obtained from the Animal Center of Jiangnan University.

### 2.16. BPD Rat Model

To mimic different pathological factors contributing to BPD, two neonatal Sprague-Dawley rat models were established by exposing them to LPS or hyperoxia. Postnatal day 1 (P1) pups were used for modeling and were housed with their dams under standard conditions (22–25 °C, 50–60% humidity), where the nursing dams had free access to food and water. The experiment was carried out as follows: LPS-induced BPD model: Neonatal rats were randomly assigned to three groups: Con: Rats were raised in room air (21% O_2_) for seven days. LPS: Rats received daily intraperitoneal injections of LPS (500 μg/kg, 50 μL) under ambient air conditions. LPS + M2-Exo: Rats were treated with LPS (500 μg/kg) + M2-Exo (50 μg/kg) in a total volume of 50 μL daily. Hyperoxia-induced BPD model: Neonatal rats were randomly assigned to the following groups: Con: Rats were raised in room air (21% O_2_) for seven days. Hyperoxia (Hyp): Rats were exposed to 85% O_2_ in alternating cycles of 12 h hyperoxia and 12 h normoxia (21% O_2_). Hyp + M2-Exo: Rats received daily intraperitoneal injections of M2-Exo (50 μg/kg, 50 μL) during exposure to hyperoxia. At the end of the experiment, rats were euthanized by cervical dislocation.

### 2.17. In Vivo Biodistribution of M2-Exo

M2-Exo were labeled with the fluorescent dye DIR (the same method used for exosomal labeling). Seven-day-old Sprague–Dawley rats were intraperitoneally injected with DiR-labeled M2-Exo protein, while the control group received intraperitoneal injections of PBS. The lungs, liver, spleen, and small intestine were collected to evaluate fluorescence intensity using a fluorescence imaging instrument (Tanon, Shanghai, China).

### 2.18. Western Blotting

After cell culture, the cells were washed with precooled PBS. RIPA lysis buffer was then added to the cells. Next, the samples were centrifuged at 12,000× *g* (4 °C, 15 min). The supernatant was mixed with 5× loading buffer, vortexed, and heated at 95 °C for 8 min. After electrophoresis, the proteins were transferred onto nitrocellulose membranes. After transfer, the membranes were rinsed with TBST and blocked in 5% skim milk at room temperature for 1.5 h. Excess blocking reagent was removed by washing the membranes with TBST. Primary antibodies were diluted according to the manufacturer’s recommended ratio and incubated with the membranes overnight at 4 °C on a shaker. Details of the primary antibodies used are listed in Table 1. The membranes were washed three times with TBST for 5 min. Secondary antibody dilutions were prepared in TBST following the manufacturer’s instructions. The membranes were incubated with secondary antibodies for 2 h at room temperature. After incubation, the membranes were washed three times in TBST for 5 min each. After TBST washing, the membranes were further rinsed with TBS. Equal volumes of ECL solutions A and B (1:1) were freshly mixed and applied to the membranes. Signals were detected using a chemiluminescence imaging system (Tanon, Shanghai, China), and grayscale analysis was conducted using the ImageJ software (version: 1.53k).

### 2.19. Immunofluorescence

Cells grown on sterile glass coverslips were fixed with 4% paraformaldehyde for 10–20 min, permeabilized with 0.2% Triton X-100 for 5 min, and blocked with 5% BSA at room temperature. Cells were then incubated with primary antibodies overnight, followed by incubation with fluorescent secondary antibodies for 1 h in the dark. After PBST washes, coverslips were mounted with an anti-fade medium containing DAPI. Fluorescence images were acquired using a fluorescence microscope (Olympus, Tokyo, Japan).

### 2.20. Lung Preparation and Histology

On the seventh day, the rats were euthanized, and the lungs were collected. The right lung was fixed in 4% paraformaldehyde for at least 2 h. The lung was then divided into three sections from top to bottom, and 3 μm thick slices were prepared. Lastly, hematoxylin and eosin (H&E) staining was conducted.

### 2.21. RNA Isolation and Quantitative Real-Time PCR (qPCR)

An RNA extraction kit was used to extract RNA. The extracted RNA was placed on ice, and the RNA concentration was measured using an ultramicrospectrophotometer (Thermo Fisher, USA). Next, cDNA was synthesized using a reverse transcription kit. Then, RT-qPCR was performed in mixture using a SYBR Mix. The primer sequences used in this study are listed in Table 2.

### 2.22. Lentiviral Infection

MLE-12 cells were seeded in six-well plates. Viral infection was performed when the cell confluency reached 40–60%. The virus mixture was added to the culture medium at a ratio of 1:10. Polybrene was included during the infection process to increase the infection efficiency. The final concentration of polybrene was 5 μg/mL. After the virus and polybrene were added, the plate was gently mixed. The cells were then placed back into the incubator at 37 °C with 5% CO_2_. The cells were observed 8–12 h post-infection. If no apparent cytotoxicity was detected, the culture medium was left unchanged, and the cells were further incubated for 24 h. The medium was replaced with a fresh culture medium 24 h after infection. For lentiviruses labeled with fluorescence, fluorescence was observed 72–96 h after infection. Infection efficiency was evaluated by determining fluorescence intensity or performing qRT-PCR analysis.

### 2.23. Statistical Analysis

All statistical analyses were conducted using GraphPad Prism 9.0 (GraphPad Software, San Diego, CA, USA). The data are presented as the mean ± SD. Statistical comparisons between two groups were performed using unpaired two-tailed student’s *t*-tests. For comparisons involving more than two groups, one-way ANOVA followed by appropriate post hoc tests was applied. Significance was set at *p* < 0.05.

## 3. Results

### 3.1. Verification of M0 Differentiation into M2 Macrophages Induced by IL-4 and Extraction and Identification of M2-Exo

To verify the differentiation of M0 macrophages into M2 macrophages, we induced differentiation using IL-4. After treatment, the morphology of the cells exhibited characteristics typical of M2 macrophages (Figure 1A). Quantitative analysis revealed a significant decrease in the expression of inflammatory factors (IL-1β and IL-6) and a significant increase in the expression of anti-inflammatory factors (ARG-1 and CD206) following IL-4 treatment (Figure 1B–D). These findings confirmed the successful differentiation of M0 macrophages into M2 macrophages.

We subsequently extracted M2 macrophage-derived exosomes (M2-Exo) using an exosome extraction kit. Electron microscopy images revealed that M2-Exo exhibited a double-membrane structure, which is characteristic of exosomes (Figure 1E). Nanoparticle tracking analysis revealed that M2-Exo had a diameter of 130.8 ± 2.7 nm, which matched the typical exosome size (Figure 1F). Western blotting analysis confirmed the presence of exosome markers (CD63 and TSG101) in M2-Exo (Figure 1G,H). We also found that DIR-labeled M2-Exo enter cells and that M2-Exo are targeted to lung tissue through intraperitoneal injection (Figure 1I,J). These results validated that the extraction of M2-Exo was successful, providing a foundation for further studies.

### 3.2. Reduction in Hyperoxia-Induced and LPS-Induced Alveolar Epithelial (AT) Cell Damage by M2-Exo May Not Rely on the Inhibition of Apoptosis

We assessed the ability of M2-Exo to repair damage in AT cells induced by LPS or hyperoxia (Figure 2A,B). M2-Exo treatment restored the cell viability compromised by LPS or hyperoxia (Figure 2C,G) and improved the mRNA and protein contents of AQP5 and SPC, which are markers of AT 1 and AT 2 cells, respectively (Figure 2D–F,H–J). These results suggest that M2-Exo can facilitate the repair of AT cell damage caused by LPS or hyperoxia.

Apoptosis plays a crucial role in AT cell damage. Our previous studies indicated that inhibiting apoptosis can ameliorate AT cell damage in BPD models. In this study, M2-Exo significantly reduced hyperoxia-induced apoptosis but did not affect LPS-induced apoptosis (Figure S1A,B). Analysis of the apoptosis-related markers BCL-2 (antiapoptotic) and BAX (proapoptotic) revealed that M2-Exo improved the expression of *BCL-2* mRNA and reduced the expression of *BAX* mRNA in the hyperoxia and LPS models but did not affect protein contents (Figure S1C–H). To further investigate apoptotic signaling, we evaluated cleaved-caspase3 expression (Figure S1I–L). Hyperoxia/LPS increased cleaved-caspase3 contents compared with the control group. However, M2-Exo treatment did not mitigate this increase. M2-Exo had minimal impact on cleaved-caspase3 contents in this context.

### 3.3. M2-Exo Can Inhibit Ferroptosis Induced by LPS or Hyperoxia

Oxidative stress is a key factor in AT cell injury. Our results revealed that M2-Exo treatment reduced the contents of ROS induced by LPS or hyperoxia (Figure 3A,B,I,J) and decreased the expression of MDA (Figure 3C,K). Morphological analysis revealed that M2-Exo alleviated iron accumulation in mitochondria caused by LPS or hyperoxia. These iron deposits were observed as electron-dense granules within the mitochondrial matrix, often accompanied by outer membrane rupture and loss of cristae structure (Figure 3D,L). To further confirm whether iron accumulation occurred in these cells, we employed a specific fluorescent probe for divalent ferrous iron (Fe^2+^) to assess intracellular iron contents across different experimental groups (Figure 3E,M). The results showed that both LPS and hyperoxia treatments led to substantial iron accumulation, while M2-Exo treatment markedly reduced Fe^2+^ accumulation. Additionally, M2-Exo increased the mRNA and protein contents of GPX4, which were downregulated by LPS and hyperoxia (Figure 3F–H,N–P). These results indicated that M2-Exo may inhibit ferroptosis, thereby protecting AT cells from damage induced by LPS or hyperoxia.

### 3.4. M2-Exo Can Inhibit Ferroptosis In Vivo to Improve the BPD Model Induced by LPS or Hyperoxia

To evaluate the effectiveness of M2-Exo in vivo, we administered M2-Exo to BPD model pups via intraperitoneal injection (Figure 4A and Figure 5A). M2-Exo treatment significantly mitigated the weight loss caused by LPS or hyperoxia (Figure 4B and Figure 5B) and improved the lung tissue structure (Figure 4C and Figure 5C). H&E staining revealed that M2-Exo improved the pathological features of BPD, including alveolar simplification, reduced alveolar number, and widened alveolar intervals (Figure 4E and Figure 5E). M2-Exo also increased the expression of Ki67, a marker of cell proliferation (Figure 4D and Figure 5D). Additionally, M2-Exo restored AT cell marker expression altered by LPS or hyperoxia (Figure 4F–H and Figure 5F–H). Electron microscopy images revealed a decrease in iron accumulation in lung mitochondria following treatment with M2-Exo (Figure 4I and Figure 5I). Additionally, M2-Exo increased GPX4 expression in BPD models (Figure 4J–L and Figure 5J–L). These results suggest that M2-Exo can inhibit ferroptosis and enhance alveolar development, thereby improving the BPD phenotype.

### 3.5. M2-Exo Can Inhibit Ferroptosis Induced by Ferroptosis Activators

To determine whether M2-Exo can inhibit ferroptosis, a ferroptosis activator (RSL3) was added to induce ferroptosis. RSL3 significantly inhibited the expression of GPX4, whereas M2-Exo intervention reversed this effect of RSL3 (Figure 6A,B). Similarly, M2-Exo significantly improved the decrease in cell viability induced by RSL3 (Figure 6C). Moreover, RSL3 inhibited the effect of M2-Exo on the increase in MDA contents induced by hyperoxia or LPS (Figure 6D,E). M2-Exo also attenuated iron accumulation induced by the ferroptosis activator RSL3 (Figure 6F). These results suggest that M2-Exo can inhibit ferroptosis to improve cell conditions.

### 3.6. Determining the Mechanism by Which M2-Exo Inhibit Ferroptosis to Repair AT Cell Damage and Improve Alveolar Development in BPD

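The libraries came from MLE-12 cells, a mouse AT II cell line, in 4 groups of 3. One pair of groups received 100 ng/mL LPS in 21% oxygen, without M2-Exo (LPS) or with 10 μg/mL M2-Exo (LPS + M2-Exo). The other pair was kept in 85% oxygen without LPS, again without M2-Exo (Hyp) or with the same dose (Hyp + M2-Exo). The sample labels give 24 h as the time of treatment, which the paper's text does not name for these libraries. No library came from untreated cells, so each comparison set M2-Exo against the same injury without M2-Exo. The methods name Trizol for the RNA, whereas the sample labels name the RNeasy Mini kit and poly(A) selection, and the methods and the labels also name different Agilent instruments. The authors filtered the reads with Seqtk, mapped them with HISAT2 and deposited 1 table of 34745 mouse genes that holds counts of reads per gene and FPKM for all 12 libraries. The paper's text does not name the genome build, the annotation or the counting program. By identifier, 98.62% of the genes were found in the GENCODE M21 annotation of GRCm38, and 99.90% of these overlapped its position, although only 80.79% had the same start and end, so positions are given as the table lists them. Between libraries the FPKM followed from the counts in the genes checked, which left out those of few counts. For these genes the ratio of FPKM to counts between libraries differed from the ratio of the libraries' totals by a relative 1.65e-05 at most. The total count per library ranged from 18700207 to 19185116 in LPS (median 19086308), from 16021833 to 18505941 in LPS + M2-Exo (median 16644433), from 22035335 to 24074616 in Hyp (median 23474337) and from 20231632 to 23414010 in Hyp + M2-Exo (median 21712440). A count of 0 in a library leaves room for up to 3 counts of its total. The reads carry no molecular identifiers that the table reports, so such limits cover counting error only. Counts were tested with edgeR's quasi-likelihood F test after TMM normalization and its filterByExpr filter on low counts, in a separate fit for each model, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in that model. Levels per gene are given as CPM, edgeR's counts scaled by the normalized library size.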

RNA sequence analysis was performed to elucidate the mechanisms through which M2-Exo inhibit ferroptosis. 

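In the 6 hyperoxia libraries, 13815 of the 21002 genes with any count passed the filter and were tested. The median absolute log2 fold change between Hyp + M2-Exo and Hyp was 0.075, and 96.74% of the genes tested changed by less than 0.5 on the log2 scale. An absolute log2 fold change of at least 1 was fitted for 52 genes. An unadjusted p under 0.05 was reached by 1171 genes (8.48%), against the 691 that chance gives. For 2155 genes (15.6%), every library with M2-Exo lay on one side of every library without it, where chance gives 10%. With the Benjamini-Hochberg adjustment, 14 genes had an adjusted p under 0.05 in edgeR's test, 7 of them higher and 7 lower with M2-Exo. The alternative that moved this count most was DESeq2's Wald test, with 37 genes, and the lowest count, 2, came from a fit to all 12 libraries. With 1 library left out at a time, 8 of the 14 genes were called in each of the 6 fits, and 0 changed sign. The smallest adjusted p belonged to Cap1 (ENSMUSG00000028656, chromosome 4, 122859047 to 122886056), which was singled out after its values were seen. Its level was 204.7 ± 2.12 CPM (SD, n = 3) in Hyp and 346.4 ± 10.2 CPM (SD, n = 3) in Hyp + M2-Exo. The log2 fold change was 0.76 (standard error 0.033, adjusted p = 0.000254 from edgeR's test with Benjamini-Hochberg adjustment), with all 3 libraries with M2-Exo above the 3 without it. It stayed between 0.75 and 0.78 with 1 library left out at a time. In the LPS model, where its 3 libraries without M2-Exo lay between 186.4 and 191.8 CPM, Cap1 varied within LPS + M2-Exo from 188.1 to 308.3 CPM, and Cap1 overlaps Ppt1 in the table, so its reading is uncertain.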

A total of 1302 differentially expressed genes (DEGs) were identified between hyperoxia and hyperoxia with M2-Exo treatment. Among these genes, 820 were upregulated and 482 were downregulated in the M2-Exo group compared to the hyperoxia group (log2-fold change ≤ −2 or ≥2, *p* < 0.05) (Figure 7A). 

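With these thresholds applied to the tests of the deposited counts, 6 genes passed, 2 higher and 4 lower in Hyp + M2-Exo. The alternative that moved this number most without a change of the thresholds or the test was the one with no filter on low counts, which gave 122. Leaving out 1 library at a time gave 7 to 11 genes, with the most, 11, without Hyp replicate 3, 10 without Hyp replicate 2 or Hyp + M2-Exo replicate 1, and 9 without Hyp replicate 1 or Hyp + M2-Exo replicate 3. The 6 genes are named here after their values were seen. C330011M18Rik had 27 to 40 counts in the Hyp libraries and 0, 2 and 0 in the Hyp + M2-Exo libraries, at least 9.75-fold lower than the Hyp mean (adjusted p = 0.0238 from edgeR's test with Benjamini-Hochberg adjustment). It was the 1 gene of the 6 with an adjusted p under 0.05, and it fell short of that in each of the 6 fits that left out a library, where its adjusted p reached 0.0982. Tmem265 fell from 20 to 29 counts to 5 to 6 counts, a log2 fold change of -2.07. Pcdhgc5 fell from 36 to 198 counts in Hyp to 11 to 15 counts, a log2 fold change of -2.92. Gm10874 had 2 to 4 counts in Hyp and 10 to 14 counts in Hyp + M2-Exo, a log2 fold change of 2.08. For Prrt2 the groups overlapped, with 10 to 43 counts in Hyp and 0 to 16 counts in Hyp + M2-Exo. Ggnbp1 passed through 1 library, with 392 counts in Hyp + M2-Exo replicate 3 and 11 to 18 counts in the other 5, and without that replicate its log2 fold change was -0.27 in place of 3.17. Each of the 6 genes overlaps another gene of the table, so which gene its reads came from is uncertain.

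**Figure D1:**
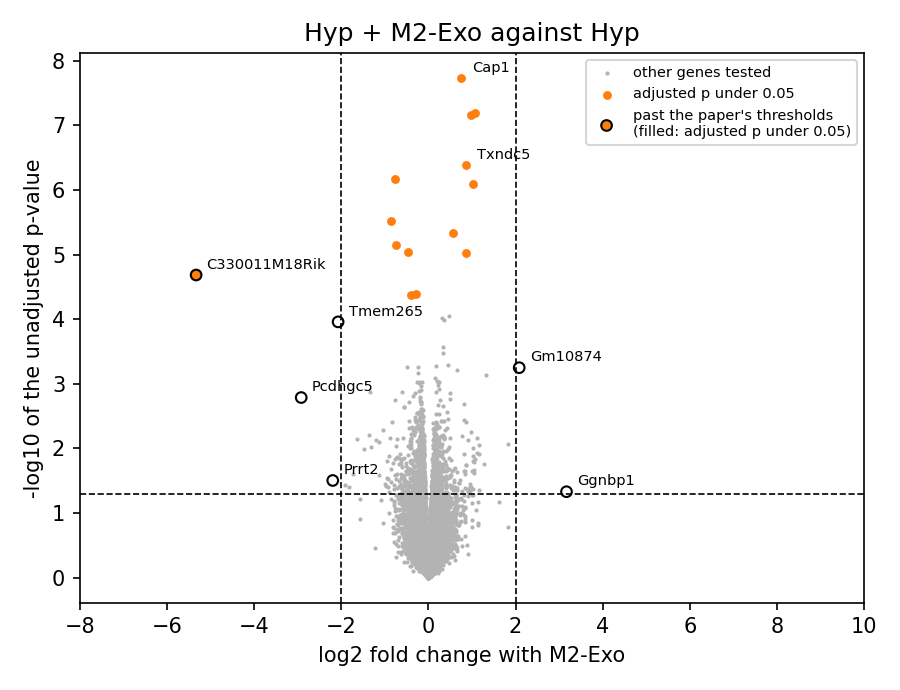
Log2 fold change of Hyp + M2-Exo over Hyp (x axis) against -log10 of the unadjusted p from edgeR's test (y axis), with 1 point for each of the 13815 genes tested and lines at the thresholds. The 6 genes past both thresholds are marked, most of the genes lie between the fold lines, and the fitted value plotted for C330011M18Rik depends on the prior count.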

In the LPS-treated and LPS-treated M2-Exo groups, 117 DEGs were identified, with 85 upregulated genes and 32 downregulated genes in the M2-Exo group (log2-fold change ≤ −2 or ≥2, *p* < 0.05) (Figure 7C). 

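In the 6 LPS libraries, 13353 genes were tested, and 3 of them passed the same thresholds, 1 higher and 2 lower in LPS + M2-Exo. With no filter on low counts, 96 genes passed, 45 higher and 51 lower. Fits that left out 1 library gave 7 to 12 genes, with 12 without LPS + M2-Exo replicate 1, 11 without LPS replicate 1 or 3, 10 without LPS + M2-Exo replicate 2, 8 without LPS + M2-Exo replicate 3 and 7 without LPS replicate 2. By adjusted p alone, 25 genes were called by edgeR's test with Benjamini-Hochberg adjustment, 7 higher and 18 lower, and the absolute log2 fold change was under 0.5 for 96.11% of the genes tested. DESeq2's Wald test called 125, and a fit with the replicate number as a block 6, the highest and the lowest of the alternatives. Without LPS replicate 1 the number called was 39. The groups of 3 libraries were separate for 2300 genes (17.2%), against 10% by chance. The largest fall among called genes belonged to Ncoa4 (ENSMUSG00000056234, chromosome 14, 32159865 to 32179855), which encodes a receptor for the autophagy of ferritin. Its level was 38.5 ± 1.63 CPM (SD, n = 3) in LPS and 9.32 ± 0.324 CPM (SD, n = 3) in LPS + M2-Exo, a log2 fold change of -2.05 (standard error 0.068, adjusted p = 1.57e-05 from edgeR's test, lower in all 3 libraries). The value stayed between -2.08 and -2.02 with 1 library left out at a time, and the adjusted p was at most 0.000387. In the fit to all 12 libraries the fall was the same size, with an adjusted p of 0.345 from edgeR. In the hyperoxia libraries Ncoa4 moved by similar amounts within groups, with 199, 216 and 1187 counts in Hyp and 239, 1105 and 172 counts in Hyp + M2-Exo, a spread within groups as large as the fall in LPS + M2-Exo. The difference of its change between the models was 2.09 (standard error 1.01) and failed the adjustment in edgeR's interaction test (adjusted p = 0.538). The next genes were named after their values were seen. Kirrel (ENSMUSG00000041734) had the smallest adjusted p, 4.87e-06 from edgeR's test, and rose from 78.2 ± 5.00 CPM to 306.0 ± 9.01 CPM (SD, n = 3 each), a log2 fold change of 1.97 in all 3 libraries. Kirrel also varied within the Hyp group, from 53.9 to 201.1 CPM, and overlaps Gm37855, so it shares the limit of Ncoa4. The other genes past the thresholds were Gm20547 and Cfb. Gm20547 had 0 counts in each LPS library and 20 to 26 counts in each LPS + M2-Exo library, at least 8.85-fold higher (adjusted p = 0.025 from edgeR's test with Benjamini-Hochberg adjustment), and it was called in 2 of the 6 fits that left out a library, where its adjusted p reached 0.0985. Cfb fell from 41 to 46 counts to 15, 0 and 9 counts and failed the adjustment in edgeR (adjusted p = 0.226). On chromosome 17 Gm20547 spans 34856412 to 34882042 and covers most of Cfb, from 34856374 to 34862518, so reads of one could have been counted on the other.

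**Figure D2:**
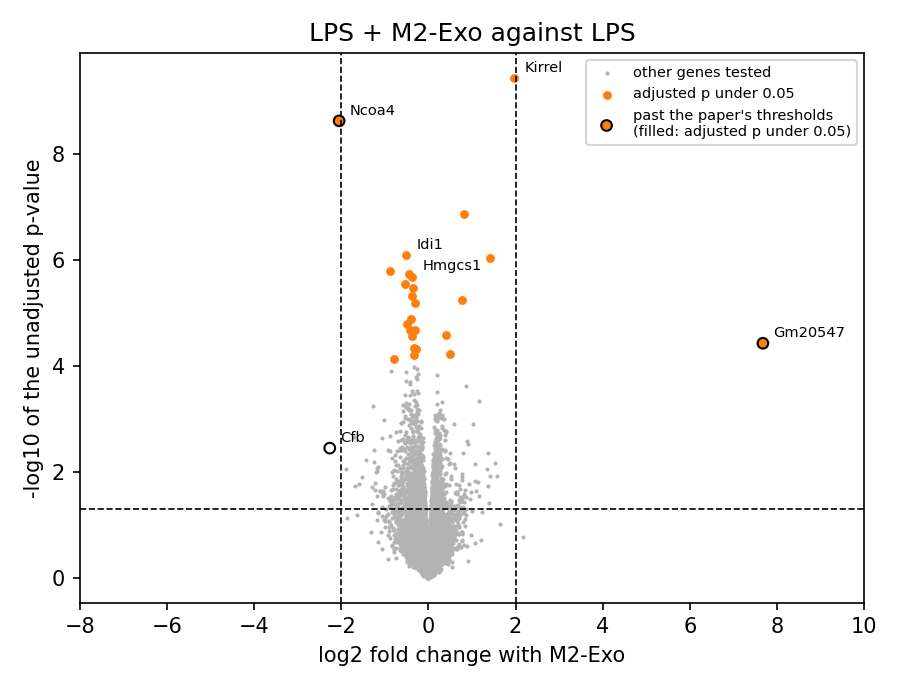
Log2 fold change of LPS + M2-Exo over LPS (x axis) against -log10 of the unadjusted p from edgeR's test (y axis), with 1 point for each of the 13353 genes tested and lines at the thresholds. Ncoa4, Cfb and Gm20547 are the 3 genes past both, and the fitted value plotted for Gm20547 depends on the prior count.

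**Figure D3:**
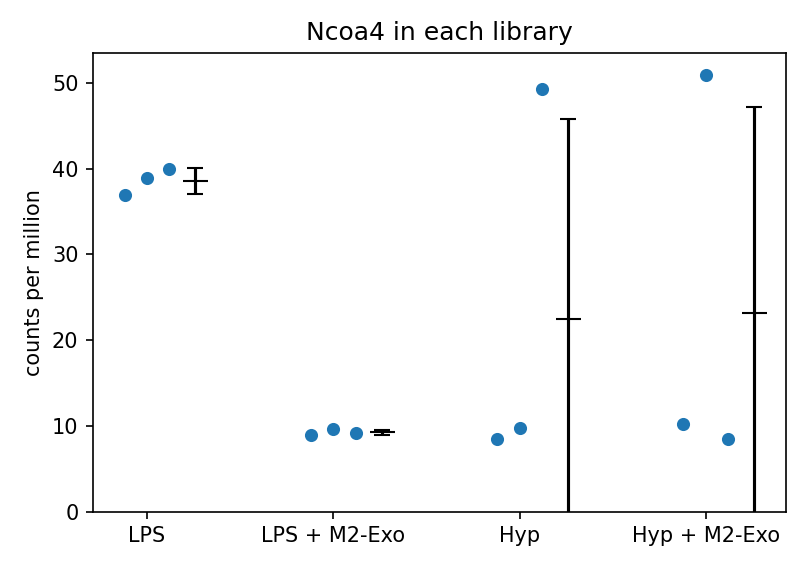
Level of Ncoa4 in CPM (y axis) in each of the 12 libraries by group (x axis), with 1 point per library and the mean and SD of the 3 libraries. The LPS and LPS + M2-Exo libraries are apart, while in both hyperoxia groups 1 library lies far above the other 2.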

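The KEGG gene sets were not used here, and hand-written lists of 83 cytoplasmic ribosomal protein genes and 90 mTOR pathway genes took their place. Each list was tested in both models with limma's camera at a preset correlation of 0.01 between genes, together with a list of ferroptosis genes, and the 6 tests were adjusted together by the Benjamini-Hochberg method. In Hyp + M2-Exo, 59 of the 83 ribosomal protein genes were higher and 24 lower than in Hyp, with a median log2 fold change of 0.05. Of these genes, 63 have near-identical stretches in transcripts of other genes, so how their reads were shared out is uncertain. The adjusted p from camera was 7.78e-06, and from limma's fry it was 0.0468, whereas camera with the correlation estimated from the libraries gave 0.226, the alternative that changed this result most. Without 1 library at a time the median lay between 0.04 and 0.064. No gene of the list had an adjusted p under 0.05 over all genes tested in edgeR, 3 did when adjusted over the list alone, and 18 (21.7%) had an unadjusted p under 0.05, against 8.4% of the other genes (Fisher's exact test, one-sided, chosen after the data were seen, adjusted p = 0.00099). In LPS + M2-Exo, 51 of these genes were higher and 32 lower than in LPS, with a median of 0.022 (camera, limma, adjusted p = 0.57), and 0 had an unadjusted or adjusted p under 0.05, over all genes or over the list alone. Leaving out LPS replicate 3 brought that median to 0.0034, LPS + M2-Exo replicate 2 to 0.0056, LPS + M2-Exo replicate 3 to 0.007 and LPS replicate 2 to 0.014. The mTOR list was not divided into genes that promote and genes that limit the signaling, so opposite changes would cancel in its median. A median near 0 therefore does not show that the signaling was unchanged. Of the mTOR pathway genes, 88 were tested in the hyperoxia libraries, 45 higher and 43 lower with M2-Exo, with a median log2 fold change of 0.0018 (camera, limma, adjusted p = 0.878). That median was below 0 in 4 of the 6 fits without 1 library, at -0.021 without Hyp + M2-Exo replicate 3, -0.0082 without Hyp replicate 2, -0.0027 without Hyp replicate 3 and -0.0026 without Hyp + M2-Exo replicate 1, and it was 0.011 without Hyp + M2-Exo replicate 2. In those libraries 0 mTOR genes had an adjusted p under 0.05 over all genes or over the list alone. An unadjusted p under 0.05 was found for 14 (15.9%), against 8.43% of the other genes (Fisher's exact test, one-sided, chosen after the data were seen, adjusted p = 0.0314). In the LPS libraries 89 were tested, 52 higher and 37 lower, with a median of 0.013 (camera, limma, adjusted p = 0.57). The adjusted p from limma's fry was 0.044, and the median was 0.0023 without LPS replicate 1 and 0.0026 without LPS + M2-Exo replicate 1. In LPS + M2-Exo, 15 mTOR genes (16.9%) had an unadjusted p under 0.05, against 11.1% of the other genes (the same exact test, adjusted p = 0.0966). When adjusted over the list alone 4 had an adjusted p under 0.05, and over all genes tested in edgeR 1 did. The 1 gene was Rragd (ENSMUSG00000028278), named after its values were seen, which rose from 29.4 ± 4.39 CPM to 78.9 ± 4.47 CPM (SD, n = 3 each), a log2 fold change of 1.43 in all 3 libraries (adjusted p = 0.00249 from edgeR). Rragd also varied widely within Hyp + M2-Exo, with 104.7 ± 49.4 CPM (SD, n = 3). The genes past both thresholds included 0 ribosomal protein and 0 mTOR pathway genes in either model, which so few genes made likely in any case.

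**Figure D4:**
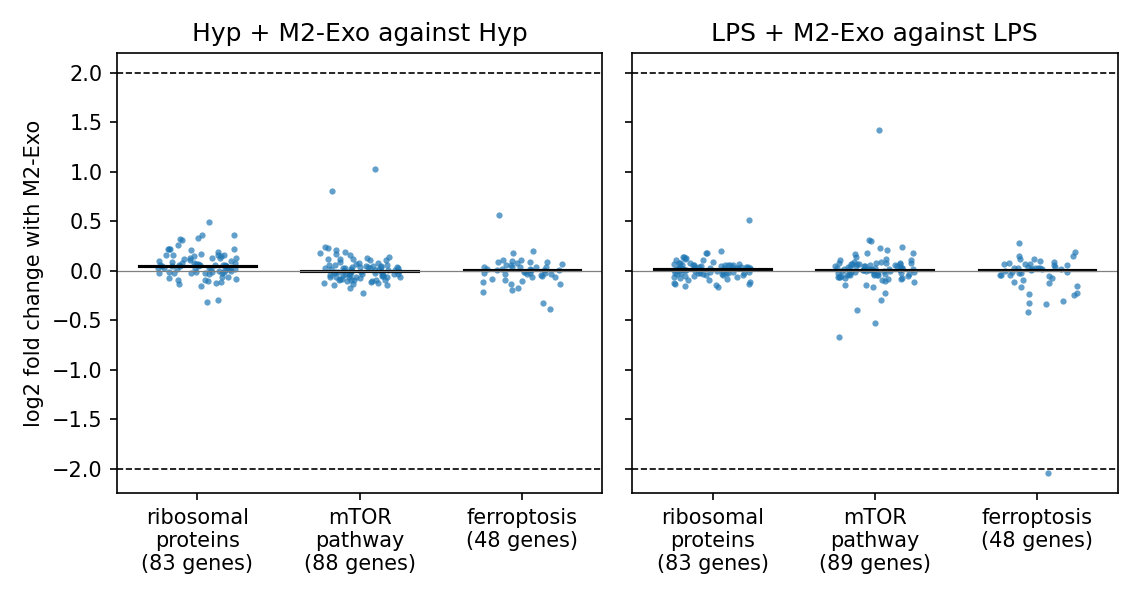
Log2 fold change with M2-Exo (y axis) of the genes of the ribosomal protein, mTOR pathway and ferroptosis lists in both models (x axis), with 1 point per gene tested, a line at each median and dashed lines at the fold thresholds. Most points lie close to 0.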

The results of the KEGG pathway analysis revealed that these DEGs were involved primarily in the ribosome and mTOR signaling pathways (Figure 7B,D). These findings indicated that M2-Exo may inhibit ferroptosis and repair AT cells by modulating ribosome and mTOR signaling pathways.

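The list of 50 ferroptosis genes was written by hand and was not divided into genes that promote and genes that limit ferroptosis. Opposite changes would cancel in its median, so a median near 0 does not show that ferroptosis was unchanged. In each model 48 of the genes were tested. In Hyp + M2-Exo, 25 were higher and 23 lower than in Hyp, with a median log2 fold change of 0.0061 (camera, limma, Benjamini-Hochberg adjusted p = 0.878). In 3 of the 6 fits without 1 library the median changed sign, to -0.017 without Hyp replicate 1, -0.011 without Hyp replicate 2 and -0.012 without Hyp + M2-Exo replicate 1, and in the others it rose to at most 0.022, without Hyp replicate 3. In edgeR 0 of these genes had an adjusted p under 0.05 over all genes or when adjusted over the list alone, and 5 had an unadjusted p under 0.05. In LPS + M2-Exo the split was again 25 higher and 23 lower than in LPS, with a median of 0.011 (camera, limma, adjusted p = 0.57, and 0.0468 with fry). Without LPS + M2-Exo replicate 3 that median was -0.032, without LPS + M2-Exo replicate 1 it was -0.014, and without LPS replicate 2 it was -0.0046, while it was 0.0033 without LPS replicate 3 and 0.026 without LPS + M2-Exo replicate 2. There 1 gene, Ncoa4, had an adjusted p under 0.05 over all genes tested, 7 did when adjusted over the list alone, and 12 (25%) had an unadjusted p under 0.05, against 11% of the other genes (Fisher's exact test, one-sided, chosen after the data were seen, adjusted p = 0.0154). From the DEGs and their pathways, the paper proposes that M2-Exo may limit ferroptosis and repair AT cells through the ribosome and mTOR signaling. Its later experiments found AKT phosphorylation unaltered, and it then proposes that mTOR is perhaps not the main route. It turns to ZAKα and the phosphorylation of p38 instead.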

### 3.7. M2-Exo Can Inhibit the Downstream Effects of the Ribosome ZAKα-p38 Pathway

Owing to the significant enrichment of the mTOR signaling pathway, which can activate ferroptosis, we aimed to determine whether M2-Exo can improve BPD by inhibiting this pathway. Activation of the mTOR signaling pathway primarily promotes AKT phosphorylation. However, our results revealed that M2-Exo did not alter AKT phosphorylation contents at multiple time points (Figure S2A–D). Additionally, srebp1 and scd1, upstream regulators of ferroptosis activation, can be activated by the mTOR signaling pathway. However, our findings indicated that in the LPS model, srebp1 and scd1 were activated, and M2-Exo inhibited LPS-induced activation. In contrast, in the hyperoxia model, srebp1 and scd1 exhibited a trend opposite to that found in the LPS model (Figure S2E,F). These results suggest that the mTOR signaling pathway may not be the primary mechanism through which M2-Exo inhibits ferroptosis to improve BPD. We then investigated the ribosome-related pathways. Previous studies have identified ZAKα as a downstream regulator of ribosomes. Our results revealed that the exposure of cells to LPS or hyperoxia increased ZAKα expression and p38 phosphorylation, whereas M2-Exo treatment reversed these effects (Figure 8A–H). These findings were similar to those reported in animal models (Figure 8I–L), which suggested that M2-Exo may stabilize ribosomes, inhibit ZAKα expression, and prevent p38 phosphorylation, thereby reducing ferroptosis and repairing damaged AT cells.

### 3.8. Overexpression of ZAKα Weakened the Ability of M2-Exo to Inhibit Ferroptosis and Induce AT Repair in Cells

To assess the role of ZAKα in the therapeutic effect of M2-Exo, we significantly overexpressed ZAKα in AT cells (Figure 9A,B). Overexpressing ZAKα significantly inhibited the phosphorylation of p38, whereas M2-Exo significantly increased the phosphorylation of p38 induced by the overexpression of ZAKα (Figure 9C,D). The overexpression of ZAKα substantially decreased cell viability. However, M2-Exo significantly improved the decrease in cell viability induced by ZAKα overexpression (Figure 9E). Similarly, M2-Exo also significantly alleviated the increase in ROS and MDA contents induced by ZAKα overexpression (Figure 9F–H). By assessing the classical ferroptosis marker GPX4, we found that M2-Exo significantly reversed the inhibitory effect of ZAKα overexpression on the expression of GPX4 (Figure 9I,J). These results indicated that M2-Exo may inhibit ferroptosis and repair AT cell damage by stabilizing ribosomes and activating ZAKα.

## 4. Discussion

Bronchopulmonary dysplasia (BPD) is a significant challenge in neonatology because of its high incidence and limited treatment options. The pathogenesis of BPD involves complex factors, including prenatal and postnatal inflammation, as well as impaired alveolar development due to prolonged exposure to hyperoxia [18,19]. AM and AT cells are the main constituent cells of the alveoli, and they are often damaged by these factors. Although AM and AT cells are independent, they also interact. A study published in 2024 reported that the interaction between lung AT cells and innate immune cells can more effectively repair acute lung injury and maintain lung homeostasis; it also stated that AM cells are the main immune cells in the lungs that are in homeostasis, mainly to inhibit inflammation [20]. They communicate with each other via different mechanisms, including mediators, membrane glycoproteins, extracellular vesicles, and gap junction channels [21]. Another study reported that renal tubular epithelial cells and macrophages form a negative feedback loop through exosome transfer, which promotes renal inflammation and apoptosis in diabetic nephropathy [22]. Renal macrophages and collecting duct epithelial cells interact through exosomes to drive tubulointerstitial inflammation and fibrosis in lgA nephropathy [23]. Although no reports have yet described the role of exosomes in mediating interactions between AM and AT cells in the development of BPD, their function as a crucial communication medium suggests that further investigation may offer a novel strategy for the prevention and treatment of BPD.

A study reported that M1 macrophages secrete mainly proinflammatory factors, which can activate lung inflammation and induce the progression of BPD [24]. M2 macrophages normally secrete inhibitory factors that contribute to cell proliferation and tissue recovery [25] and repair BPD-like alveolar damage [26,27]. In this study, we induced M2 macrophages using IL-4 and subsequently extracted M2-Exo to assess their role in influencing AT cells. Our findings demonstrated that M2-Exo significantly enhanced the proliferation of AT cells and mitigated damage induced by hyperoxia or LPS. These results suggested that M2-Exo may alleviate AT injury in models of BPD.

Apoptosis contributes to alveolar damage in BPD, and inhibiting apoptosis promotes alveolar development and reduces the progression of BPD [13,28]. Our study revealed that M2-Exo partially inhibited the apoptosis induced by LPS or hyperoxia; however, the effect was not consistent across all conditions. This variability suggests additional mechanisms by which M2-Exo may exert protective effects in BPD models. Recent studies have implicated ferroptosis, a form of regulated cell death driven by iron-dependent lipid peroxidation, in the pathogenesis of BPD. Ming Yang et al. demonstrated that ETSI inhibits ferroptosis to improve alveolar development in a BPD mouse model [29], while Yifan Luo et al. reported that many ferroptosis-related genes participate in BPD pathogenesis [30]. Our study revealed that M2-Exo effectively inhibited ferroptosis induced by LPS and hyperoxia. Ferroptosis activation counteracted the protective effects of M2-Exo, highlighting the importance of ferroptosis inhibition in mediating the reparative effects of M2-Exo on AT cells.

This study adopted a multi-model construction strategy to carry out research on the mechanisms related to BPD. On the one hand, hyperoxia exposure was selected to establish the classical BPD model since it can accurately simulate the core pathogenic scenario of hyperoxia exposure in preterm neonates in clinical practice, and its pathological processes are highly consistent with those of human BPD [31]; on the other hand, it was selected because postnatal sepsis is being increasingly recognized as a major risk factor for the occurrence of BPD, and recent studies have confirmed that sustained LPS exposure exerts its effects by regulating the expression of chemokine CCL2, which has been proven to be a key molecule mediating BPD induced by hyperoxia exposure [12]. Therefore, we simultaneously established an inflammation-related BPD model via LPS exposure according to the method described by Amrit Kumar Shrestha et al. [32]. In addition, this study intended to explore the core mechanism by which M2 macrophage-derived exosomes improve BPD by repairing alveolar epithelial cell damage; the application of the LPS modeling method can more specifically confirm the potential mechanism by which M1 macrophages promote the occurrence of BPD by driving inflammatory responses, thereby providing more sufficient experimental evidence for comprehensively clarifying the regulatory role of macro-phages in BPD and defining the therapeutic value of M2 macrophage-derived exosomes.

However, the mechanism by which M2-Exo inhibit ferroptosis is not clear. To elucidate the mechanisms underlying ferroptosis inhibition by M2-Exo, we conducted RNA sequencing (RNA-seq) analysis, which revealed differential gene expression primarily involving the mTOR and ribosome pathways. While modulation of the mTOR pathway has been linked to ferroptosis regulation in various contexts—for example, SCD1 can inhibit ferroptosis through the SQLE/cholesterol/mTOR signaling pathway to promote the stemness of gastric cancer stem cells [33]—knocking down TYMS promotes ferroptosis via inhibition of the PI3K/Akt/mTOR signaling pathway to suppress cell proliferation in triple-negative breast cancer [34]. BCAT1 inhibits ferroptosis through the PI3K/AKT/mTOR/GPX4 pathway and alleviates early brain injury [35]. We did not find significant involvement of this pathway in the M2-Exo-mediated effects on ferroptosis. M2-Exo may inhibit ferroptosis in other ways.

Our results revealed that DEGs are involved in ribosomes. Another study reported that ribosome damage may injure cells by depleting the number of productive ribosomes and producing truncated or abnormal proteins through frameshifts [36]. The ZAKα-p38 pathway is the downstream pathway of the ribosome. ROS can trigger ribosome damage to activate the ZAKα-p38 signaling pathway [37]. Additionally, ribosomal stress-induced ZAKα/p38 activation promotes the release of the NLRP1 inflammasome. We identified ribosomal pathways and downstream ZAKα-p38 signaling as potential mediators of the ferroptosis-inhibiting effects of M2-Exo [14]. Our results revealed that the DEGs between the LPS-treated and LPS + M2-Exo groups or between the hyperoxia-treated and hyperoxia + M2-Exo groups involved ribosomes. Hyperoxia or LPS induced the expression of ROS and increased ZAKα/p38 activation, but M2-Exo not only inhibited ROS but also inhibited ZAKα expression and p38 phosphorylation. This finding matches previously reported results, indicating that an increase in ROS contents blocks stable ribosome activation of the ZAKα/P38 pathway and subsequently damages cells [37]. M2-Exo appeared to stabilize ribosomes and suppress the activation of ZAKα-p38, thereby reducing ferroptosis and promoting AT cell repair. Additionally, the overexpression of ZAKα reversed the protective effects of M2-Exo on AT cells, highlighting that the ZAKα-p38 pathway plays an important role in mediating the therapeutic efficacy of M2-Exo in BPD models. These findings suggest a novel mechanism whereby M2-Exo may stabilize ribosomes to inhibit ferroptosis and protect against alveolar damage in BPD.

## 5. Conclusions

In conclusion, our study provides preliminary evidence that M2-Exo can effectively inhibit ferroptosis and repair AT cell damage in models of BPD induced by hyperoxia and LPS. The underlying mechanism involves stabilizing ribosomes to suppress the ZAKα-p38 pathway, thereby mitigating ferroptosis and promoting alveolar development. This research not only sheds light on the interactions between AM and AT cells via exosomes but also suggests new avenues for the treatment and prevention of BPD. Future studies will aim to further elucidate the mechanisms by which M2-Exo stabilize ribosomes and identify specific bioactive components within M2-Exo, addressing current study limitations.

## Figures and Tables

**Figure 1:**
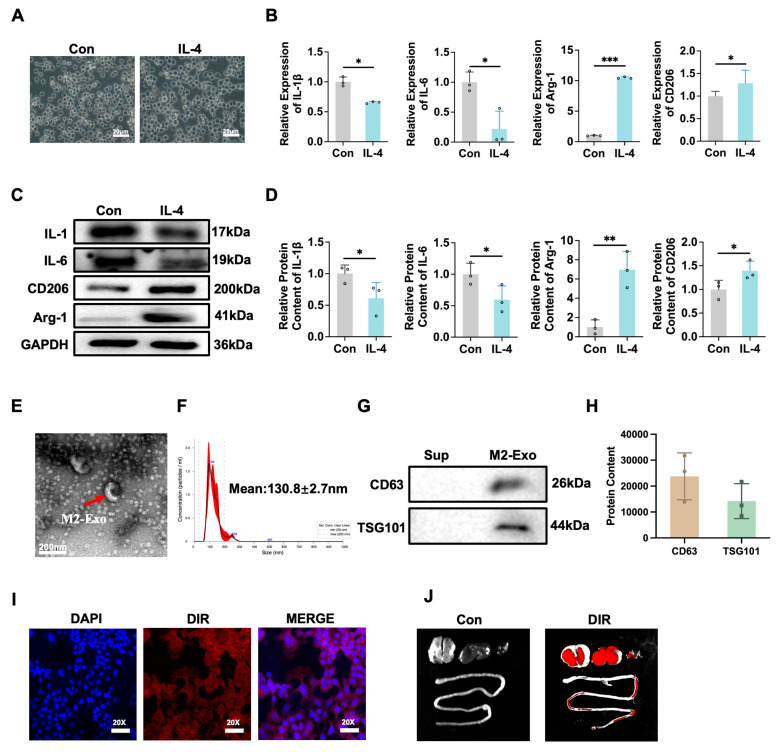
Verification of M0 differentiation into M2 macrophages induced by IL-4 and extraction and identification of M2-Exo. (**A**) Electron microscope images. Scale bars, 20 μm. (**B**) *IL-1β*, *IL-6*, *Arg-1* and *CD206* mRNA relative expression (n = 3). (**C**) Expression of IL-1β, IL-6, Arg-1 and CD206 markers by Western blot (n = 3). (**D**) Quantification of IL-1β, IL-6, Arg-1 and CD206 protein contents normalized with GAPDH contents. (**E**) Representative microscope images of M2-Exo by TEM. Scale bars, 200 nm. (**F**) Nanoparticle tracking analysis (NTA) was used to detect exosome size distribution and concentration. (**G**) Expression of CD63 and TSG101 markers in M2-Exo by Western blot (n = 3). (**H**) Quantification of protein content of CD63 and TSG101. (**I**) The DIR-labeled M2-Exo entered to cells was detected by fluorescence microscope. Original magnification: 20×. (**J**) In vivo imaging of DiR-labeled M2-Exo distribution after injection. Major organs including the lungs, liver, spleen, and small intestine were harvested and subjected to fluorescence imaging using a near-infrared imaging system. A more detailed description of this procedure can be found in the Materials and Methods Section 2.17. Unpaired *t*-test, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Sup: Supernatant.

**Figure 2:**
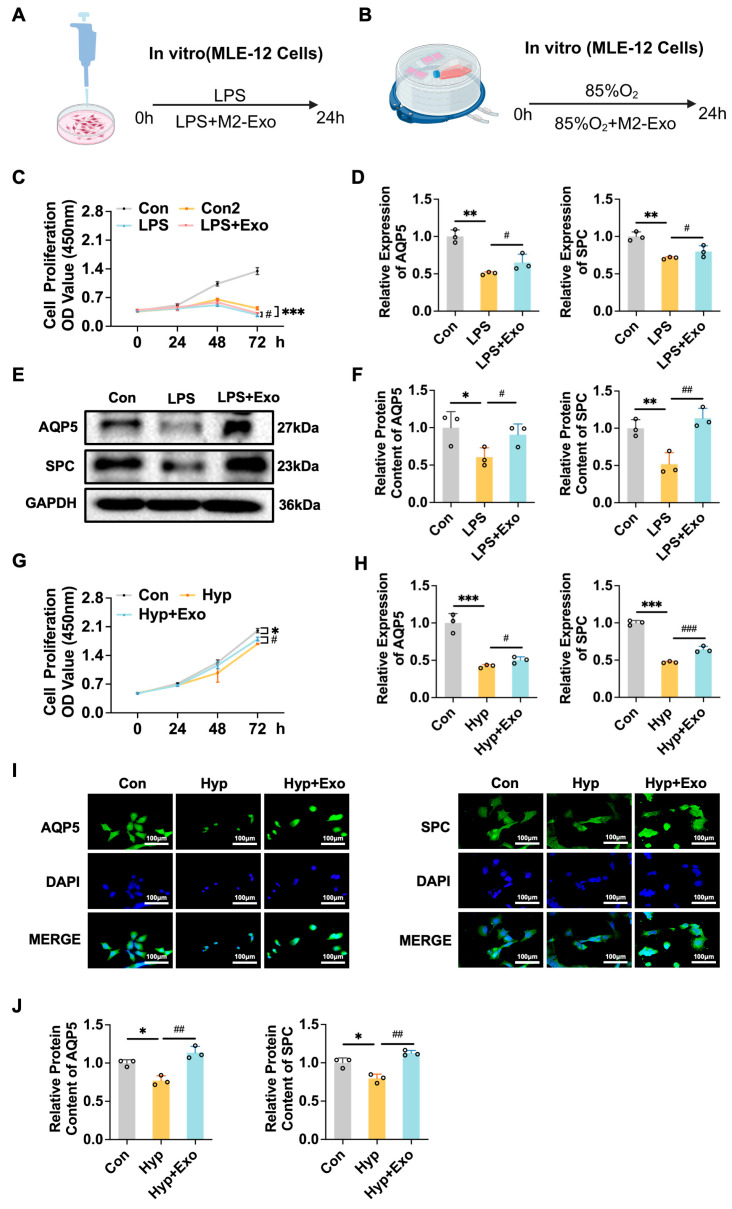
Reduction in hyperoxia-induced and LPS-induced alveolar epithelial (AT) cell damage by M2-Exo may not rely on the inhibition of apoptosis. (**A**,**B**) Schematic illustration of the in vitro BPD cell model induced by LPS or hyperoxia. (**C**,**G**) Proliferation curves of MLE-12 cells co-cultured with M2-Exo (n = 6). Con: Normal control group with 10% FBS, Con2: Normal control group without FBS, LPS: Lipopolysaccharide, Hyp: hyperoxia, Exo: M2-Exo. (**D**,**H**). *AQP5* and *SPC* mRNA relative expression (n = 3). (**E**). Western blots of AQP5 and SPC (n = 3). (**F**) Quantification of AQP5 and SPC protein contents normalized with GAPDH contents. (**I**) Immunofluorescence results, used to evaluate the expression of AQP5 and SPC protein (n = 3). Scale bars, 100 μm. (**J**) Quantification of AQP5 and SPC protein contents. One-way ANOVA, */# *p* < 0.05, **/## *p* < 0.01, ***/### *p* < 0.001.

**Figure 3:**
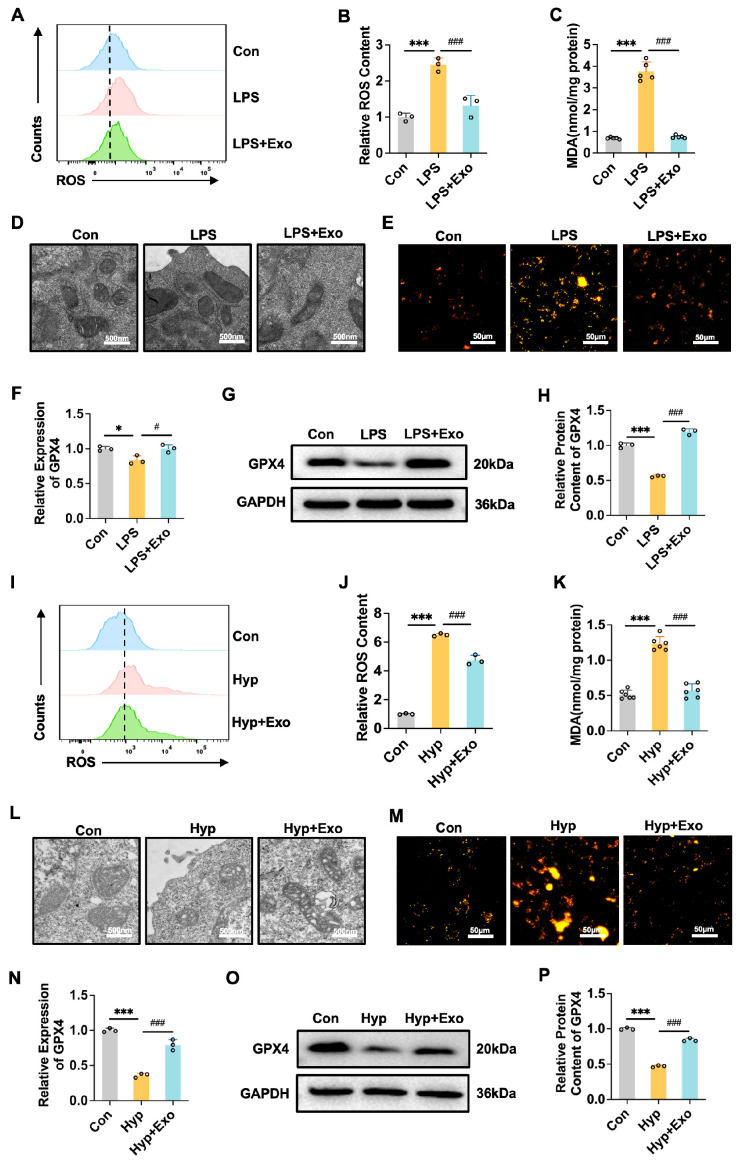
M2-Exo inhibits ferroptosis induced by LPS or hyperoxia exposure. (**A**,**I**) Cellular oxidative stress (ROS) was detected by flow cytometry (n = 3). (**B**,**J**) Quantification of ROS contents. (**C**,**K**) MDA content of cells tested by MDA kit (n = 6). (**D**,**L**) Mitochondrial morphology of MLE-12 cells under transmission electron microscope. Scale bars, 500 nm. (**E**,**M**) Intracellular Fe^2+^ levels detected by a fluorescent probe. Scale bars, 50 μm. (**F**,**N**) *GPX4* mRNA relative expression (n = 3). (**G**,**O**) Western blots of GPX4 (n = 3). (**H**,**P**) Quantification of GPX4 protein contents normalized with GAPDH contents. One-way ANOVA, */# *p* < 0.05, ***/### *p* < 0.001.

**Figure 4:**
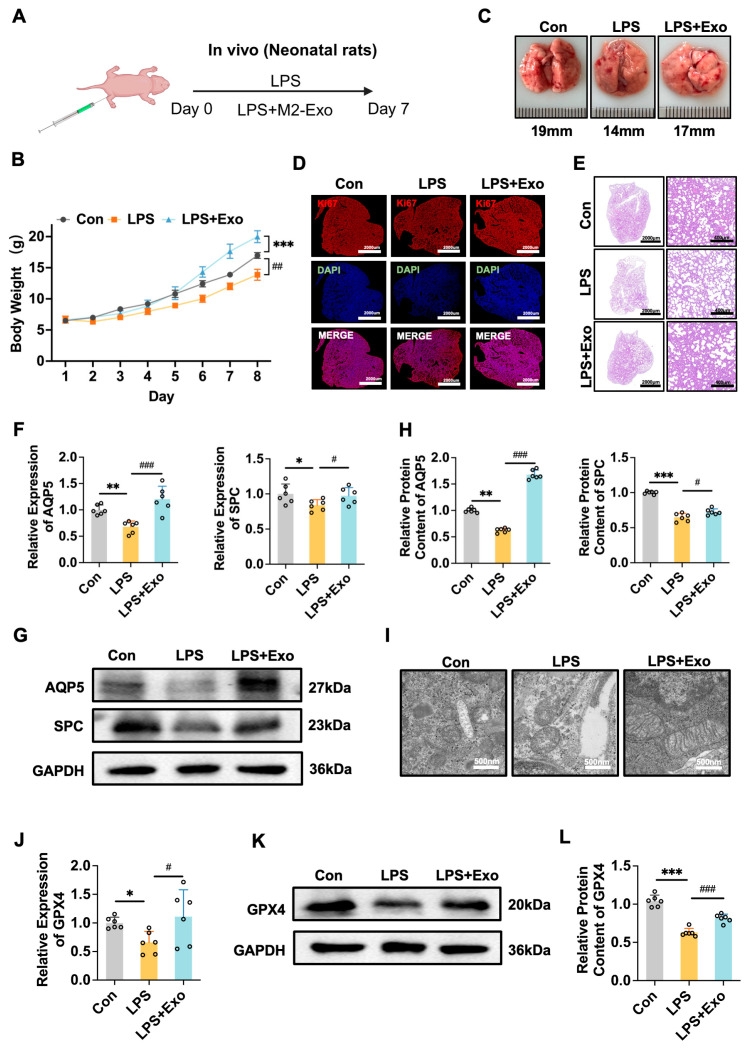
M2-Exo can inhibit ferroptosis in vivo to improve the BPD model induced by LPS. (**A**) Schematic illustration of the in vivo BPD animal model induced by LPS. (**B**) The body weight change (n = 6). (**C**) The morphology of lung tissue. (**D**) Ki67 immunostaining was performed to evaluate lung tissue proliferation. Scale bars, 2000 μm. (**E**) Histopathological changes in the lung by H&E. Scale bars, 2000/400 μm. (**F**) *AQP5* and *SPC* mRNA relative expression (n = 6). (**G**) Western blots of AQP5 and SPC (n = 6). (**H**) Quantification of AQP5 and SPC protein contents normalized with GAPDH contents. (**I**) Under LPS conditions, the iron accumulation in mitochondria of AT cells observed by transmission electron microscopy. Scale bars, 500 nm. (**J**) *GPX4* mRNA relative expression (n = 6). (**K**) Western blots of GPX4 (n = 6). (**L**) Quantification of GPX4 protein contents normalized with GAPDH contents. One-way ANOVA, */# *p* < 0.05, **/## *p* < 0.01, ***/### *p* < 0.001.

**Figure 5:**
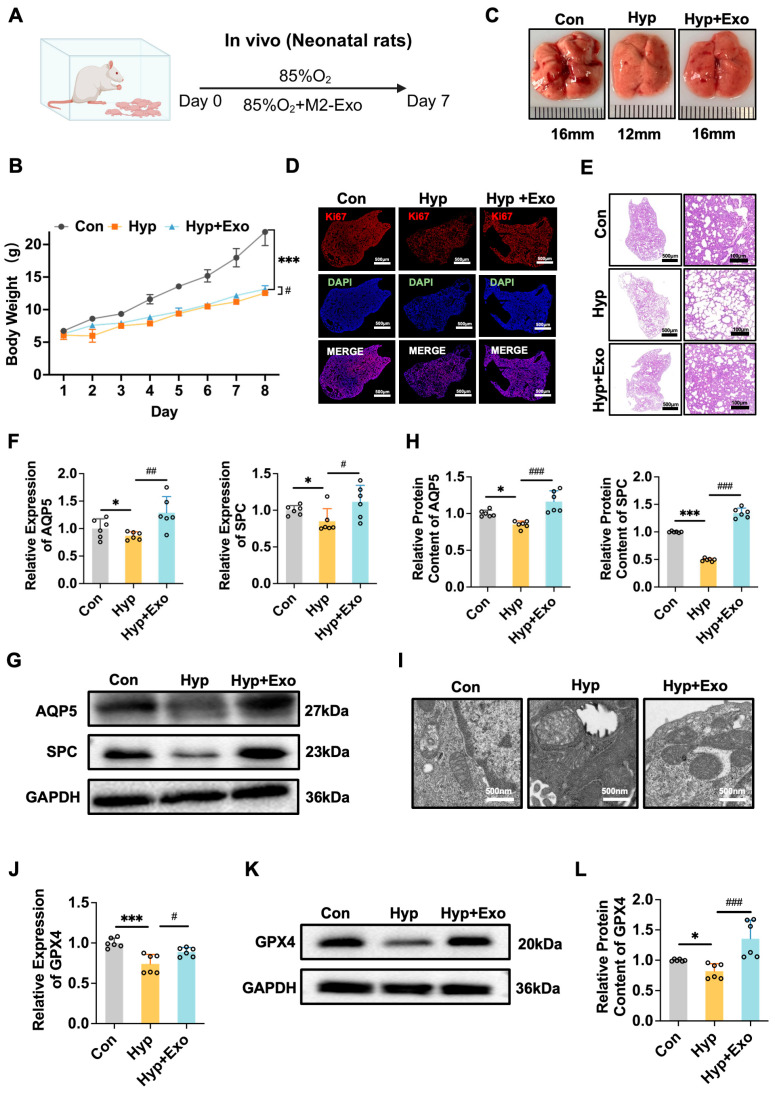
M2-Exo can inhibit ferroptosis in vivo to improve the BPD model induced by hyperoxia. (**A**) Schematic illustration of the in vivo BPD animal model induced by hyperoxia. (**B**) The body weight change (n = 6). (**C**) The morphology of lung tissue. (**D**) Ki67 immunostaining was performed to evaluate lung tissue proliferation. Scale bars, 500 μm. (**E**) Histopathological changes in the lung by H&E. Scale bars, 500/100 μm. (**F**) *AQP5* and *SPC* mRNA relative expression (n = 6). (**G**) Western blots of AQP5 and SPC (n = 6). (**H**) Quantification of AQP5 and SPC protein contents normalized with GAPDH contents. (**I**) The iron ions accumulate in mitochondria of type II alveolar epithelial cells observed by transmission electron microscopy. Scale bars, 500 nm. (**J**) *GPX4* mRNA relative expression (n = 6). (**K**) Western blots of GPX4 (n = 6). (**L**) Quantification of GPX4 protein contents normalized with GAPDH contents. One-way ANOVA, */#*p* < 0.05, ##*p* < 0.01, ***/###*p* < 0.001.

**Figure 6:**
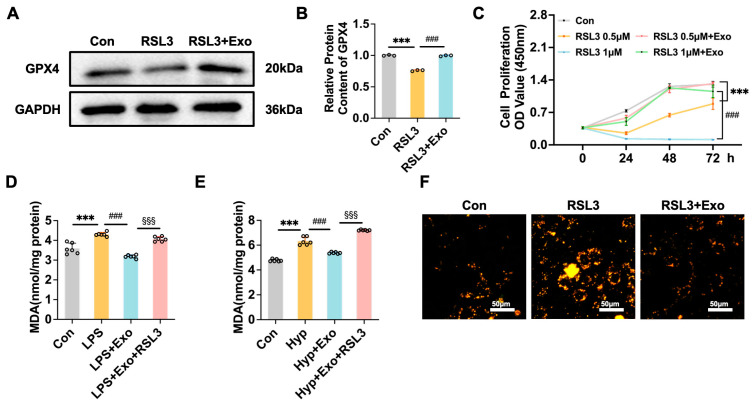
M2-Exo can inhibit ferroptosis induced by ferroptosis activators. (**A**) Western blots of GPX4 (n = 3). (**B**) Quantification of GPX4 protein contents normalized with GAPDH contents. (**C**) Proliferation curves of MLE-12 cells (n = 6). (**D**,**E**) MDA content of cells tested by MDA kit (n = 6). (**F**) Intracellular Fe^2+^ levels detected by a fluorescent probe. Scale bars, 50 μm. One-way ANOVA, ***/###/§§§ *p* < 0.001.

**Figure 7:**
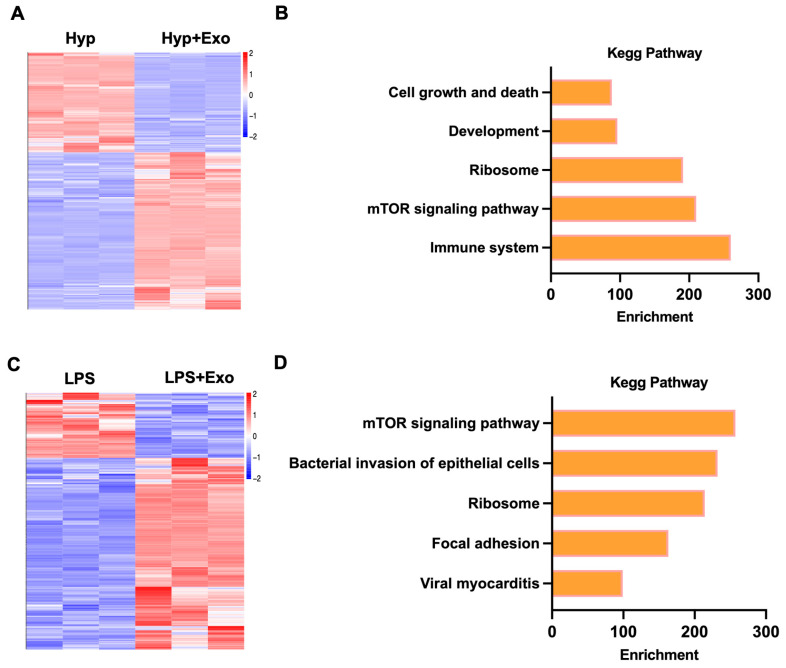
Determining the mechanism by which M2-Exo inhibit ferroptosis to repair AT cell damage and improve alveolar development in BPD. (**A**,**C**) Heatmap analysis of the DEGs. (**B**,**D**) KEGG pathway analysis of DEGs.

**Figure 8:**
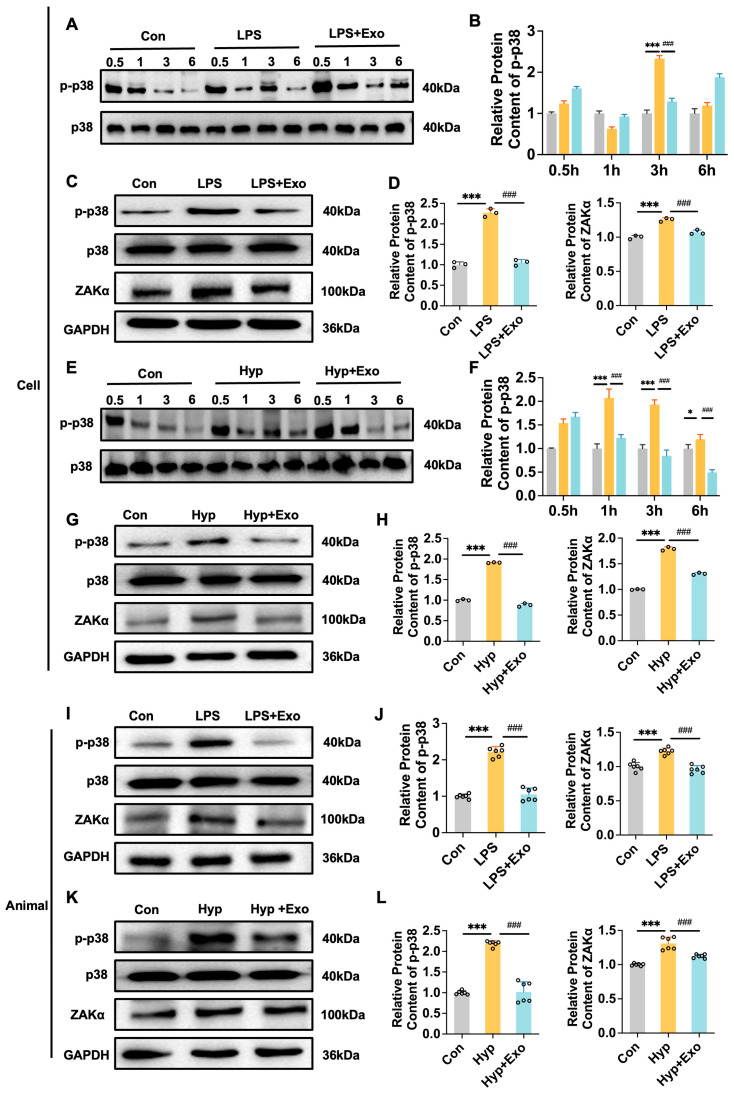
M2-Exo can inhibit the downstream effects of the ribosome ZAKα-p38 pathway. (**A**,**E**) Western blots of p-p38 at different time points (n = 3). (**B**,**F**) Quantification of p-p38 protein contents normalized with p38 contents. (**C**,**G**) Western blots of p-p38 and ZAKα in cells (n = 3). (**D**,**H**) Quantification of p-p38 and ZAKα protein contents normalized with p38/GAPDH contents. (**I**,**K**) Western blots of p-p38 and ZAKα in rats (n = 6). (**J**,**L**) Quantification of p-p38 and ZAKα protein contents normalized with GAPDH contents. One-way ANOVA, * *p* < 0.05, ***/### *p* < 0.001.

**Figure 9:**
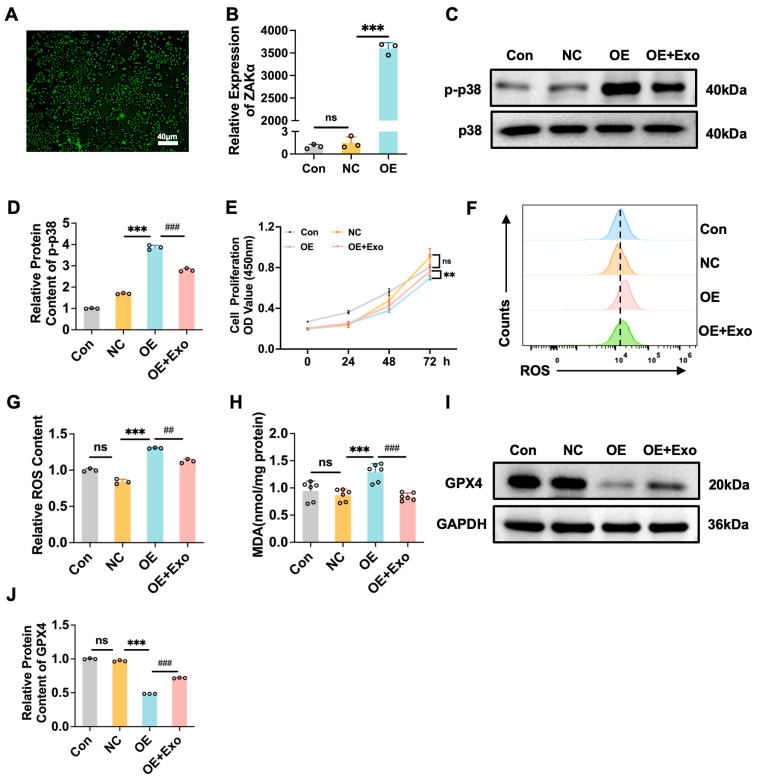
Overexpression of ZAKα weakened the ability of M2-Exo to inhibit ferroptosis and induce AT repair in cells. (**A**) Overexpression of ZAKα fluorescence intensity. Scale bars, 40 μm. (**B**) ZAKα overexpression efficiency detected by PCR. (**C**) Western blots of p-p38 (n = 3). (**D**) Quantification of p-p38 protein contents normalized with p38 contents. (**E**) Proliferation curves of MLE-12 cells (n = 6). (**F**) Cellular oxidative stress (ROS) was detected by flow cytometry (n = 3). (**G**) Quantification of ROS contents. (**H**) MDA content of cells tested by MDA kit (n = 6). (**I**) Western blots of GPX4 (n = 3). (**J**) Quantification of GPX4 protein contents normalized with GAPDH contents. NC: Negative Control, OE: overexpression of ZAKα. One-way ANOVA, ns *p* > 0.05, **/## *p* < 0.01, ***/### *p* < 0.001.

**Table 1:** The information of antibodies in this study.

Antibody	Source	Supplier	Catalog Number	Dilution
GAPDH	Mouse	Proteintech	Cat#60004-1-Ig	1:50,000
IL-1β	Rabbit	Novusbio	Cat#NB600-633	1:1000
IL-6	Rabbit	Novusbio	Cat#NB600-1131SS	1:1000
CD206	Rabbit	CST	Cat#24595	1:1000
Arg-1	Rabbit	Proteintech	Cat#16001-1-AP	1:5000
TSG101	Rabbit	Proteintech	Cat#28283-1-AP	1:2000
CD63	Rabbit	Proteintech	Cat#25682-1-AP	1:1000
SFTPC	Rabbit	Proteintech	Cat#10774-1-AP	1:1000
AQP5	Rabbit	Proteintech	Cat#20334-1-AP	1:1000
GPX4	Rabbit	Proteintech	Cat#67763-1-Ig	1:1000
p-P38	Rabbit	Proteintech	Cat#28796-1-AP	1:1000
ZAKα	Rabbit	Abclonal	Cat#A7371	1:1000
BCL-2	Mouse	Proteintech	Cat#68103-1-Ig	1:5000
BAX	Rabbit	Proteintech	Cat#50599-2-Ig	1:2000
Cleaved-caspase3	Mouse	Proteintech	Cat#68773-1-Ig	1:2000
p-AKT(Ser473)	Mouse	Proteintech	Cat#66444-1-Ig	1:2000

**Table 2:** The sequence of the primer.

Name	Sequence	Gene Numbers
Mouse *GAPDH*-F	TGGATTTGGACGCATTGGTC	NM_008085.2
Mouse *GAPDH*-R	TTTGCACTGGTACGTGTTGAT	
Mouse *IL-1β*-F	GCAACTGTTCCTGAACTCAACT	NM_008361.4
Mouse *IL-1β*-R	ATCTTTTGG GGTCCGTCAACT	
Mouse *IL-6*-F	TAGTCCTTCCTACCCCAATTTCC	NM_031168.2
Mouse *IL-6*-R	TTGGTCCTTAGCCACTCCTTC	
Mouse *Arg-1*-F	CTCCAAGCCAAAGTCCTTAGAG	NM_007482.3
Mouse *Arg-1*-R	GGAGCTGTCATTAGGGACATCA	
Mouse *CD206*-F	CTCTGTTCAGCTATTGGACGC	NM_008625.2
Mouse *CD206*-R	CGGAATTTCTGGGATTCAGCTTC	
Mouse *AQP5*-F	AGAAGGAGGTGTGTTCAGTTGC	NM_009701.4
Mouse *AQP5*-R	GCCAGAGTAATGGCCGGAT	
Mouse *SPC*-F	ATGGACATGAGTAGCAAAGAGGT	NM_011359.2
Mouse *SPC*-R	CACGATGAGAAGGCGTTTGAG	
Mouse *GPX4*-F	GATGGAGCCCATTCCTGAACC	NM_001037741.4
Mouse *GPX4*-R	CCCTGTACTTATCCAGGCAGA	
Mouse *Bax*-F	AGCCACAAAGATGGTCACT	NM_001411996.1
Mouse *Bax*-R	GGAGATGAACTGGATAGCAA	
Mouse *Bcl-2*-F	ATCTCCCTGTTGACGCTCT	NM_177410.3
Mouse *Bcl-2*-R	CATCTTCTCCTTCCAGCCT	
Mouse *ZAKα*-F	AACTATGGCATCGTCACAGA	NM_023057.6
Mouse *ZAKα*-R	TGTGTGTTGTGTGGTTATGGA	
Mouse *Srebf1*-F	AACGTCACTTCCAGCTAGAC	NM_001358315.1
Mouse *Srebf1*-R	CCACTAAGGTGCCTACAGAGC	
Mouse *Scd1*-F	TCCAACTCATGTGCCTCTGT	NM_009127.4
Mouse *Scd1*-R	AACAACCAACCCTCGCATTC	
Rat *GAPDH*-F	CGGAGTCAACGGATTTGGTCGTAT	NM_017008.4
Rat *GAPDH*-R	AGCCTTCTCCATGGTGGTGAAGAC	
Rat *SPC*-F	CTGAGATGGTCCTTGAGATGAG	NM_017342.2
Rat *SPC*-R	AATAGAGAAGGTAGCGATGGTG	
Rat *AQP5*-F	GAGATTCGTGAATGCGGTGC	NM_012779.2
Rat *AQP5*-R	AATGTCCCCTCTGTCCACCT	
Rat *GPX4*-F	AGCAAGATCTGTGTAAATGGG	NM_017165.4
Rat *GPX4*-R	TTTGATGGCATTTCCCAGC	

## Data Availability

The data that support the findings of this study are available from the corresponding author, Yahui Zhou. The RNA sequencing data presented in the study are openly available in the Gene Expression Omnibus (GEO) da-tabase under accession number GSE322753.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox15030326/s1, Figure S1: The role of M2-Exo inhibits apoptosis in LPS or hyperoxia induced BPD cell model; Figure S2: M2-Exo intervention has no role in mTOR signalling pathway.

# Supplementary material for: M2 Macrophage-Derived Exosomes Ameliorate BPD by Inhibiting Ferroptosis via Suppression of the ZAKα-p38 Signaling Pathway
**Source:** Antioxidants (Basel). 2026 Mar 5;15(3):326. doi: 10.3390/antiox15030326
**Supplement:** Supplementary file 1

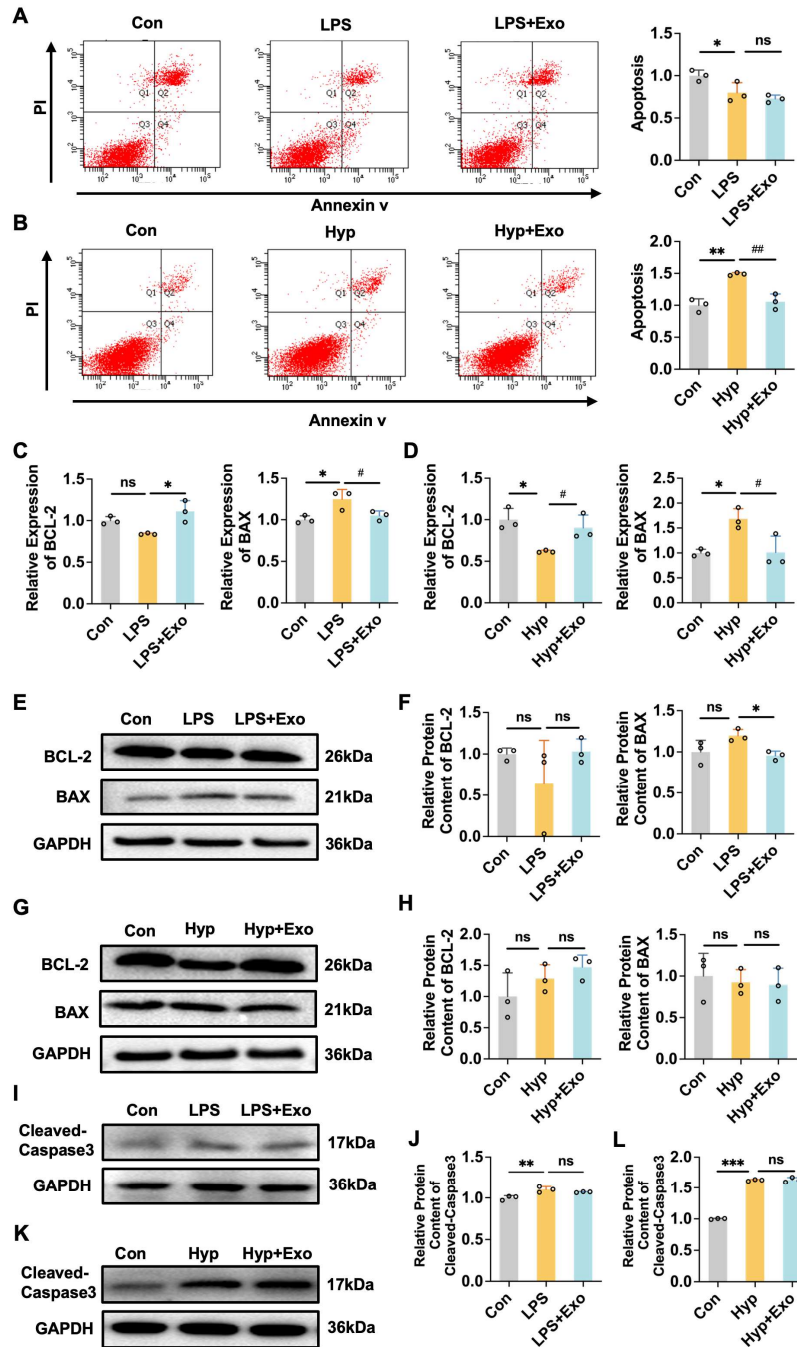

**Figure S1. The role of M2-Exo inhibits apoptosis in LPS or hyperoxia induced BPD cell model.**

(A,B) The apoptosis of MLE-12 cells was detected using flow cytometry (n=3). (C,D) BCL-2 and BAX mRNA relative expression (n=3). (E,G) Western blots of BCL-2 and BAX (n=3). (F,H) Quantification of BCL-2 and BAX protein contents normalized with GAPDH contents. (I,K) Western blots of cleaved-caspase3 (n=3). (J,L) Quantification of Caspase-3 protein contents normalized with GAPDH contents. One-way ANOVA, ns  $p > 0.05$ , \*/#  $p < 0.05$ , \*\*/##  $p < 0.01$ , \*\*\* $p < 0.001$ .

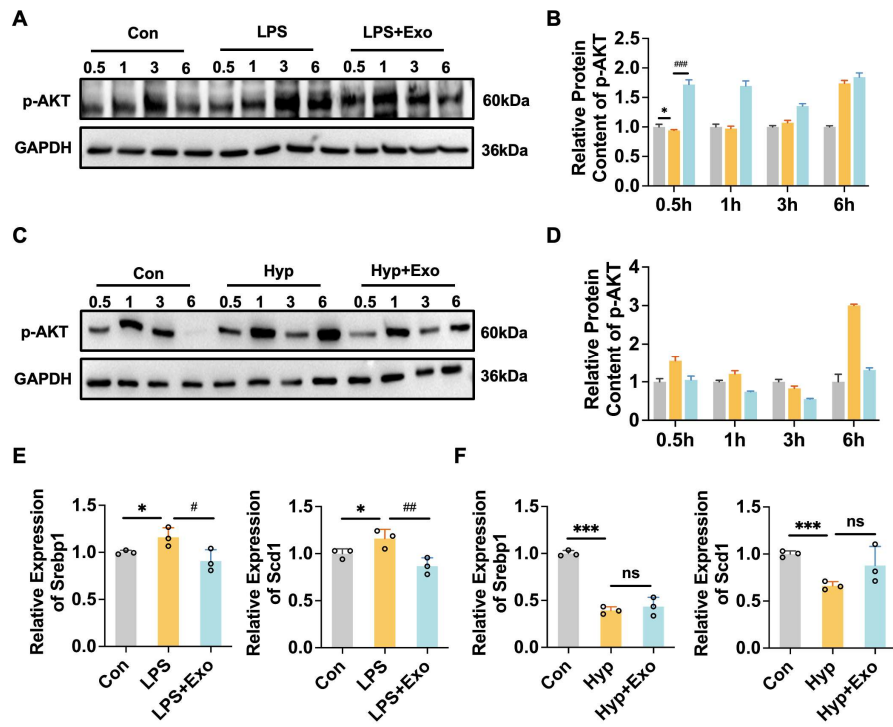

**Figure S2. M2-Exo intervention has no role in mTOR signalling pathway.**

(A,C) Western blots of p-AKT at different time points (n=3). (B,D) Quantification of p-AKT protein contents normalized with GAPDH contents. (E,F) Srebp1 and Scd1 mRNA relative expression (n=3). One-way ANOVA, ns  $p > 0.05$ , \*  $p < 0.05$ , #  $p < 0.01$ , \*\*\*/###  $p < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

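RNA was measured by sequencing in 12 libraries of MLE-12 cells, 3 each of LPS, LPS + M2-Exo, Hyp and Hyp + M2-Exo, with the doses and the oxygen given by the sample labels. The authors deposited counts of reads per gene, not normalized, and FPKM for 34745 genes in each library. The deposited FPKM were checked against the counts, leaving out genes of few counts. Between libraries they followed from the counts and the total count of the library, to a relative 1.65e-05. The gene's length cancels in this check and was not tested. Every numeric column per library was either counts or FPKM, and 0 were left unused. The reads themselves were not analysed here, so the filtering, mapping and counting by the authors are part of every value. By identifier, 34267 genes were found in GENCODE M21, 27686 of them with the same start and end, and 13039 genes (37.53%) overlapped another gene of the table by position.

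Total counts ranged from 16021833 in LPS + M2-Exo to 24074616 in Hyp. A count of 0 leaves room for 3 counts, and a fold change against a group with no more than 3 counts in any library was computed from the other group's mean against that floor in the smallest library of the group, and given as a lower bound. Such bounds cover counting error only.

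The 2 comparisons were Hyp + M2-Exo against Hyp and LPS + M2-Exo against LPS. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood F test was applied to the 6 libraries of each comparison. TMM factors lay between 0.9955 and 1.005, and the common biological coefficient of variation was 9.1% in both comparisons. Genes were counted past the paper's thresholds, an unadjusted p under 0.05 with a log2 fold change of at least 2 in either direction, and separately by a Benjamini-Hochberg adjusted p under 0.05. The difference of the M2-Exo effect between the models was the interaction term of a fit to all 12 libraries, over 14187 genes. No exact test of that interaction could be run.

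Lists of ribosomal protein, mTOR pathway and ferroptosis genes were written by hand, as were lists of macrophage, Y-linked, interferon, NF-kB, cell cycle, p53, NRF2, ATF4 and p38 pathway genes and lists of mitochondrial ribosomal protein, histone and mitochondrially encoded genes. They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. The 6 tests of the pathway lists were adjusted together, and the 30 tests of all 15 lists in both models were adjusted together. Fisher's exact test, one-sided, compared each pathway list with the other genes tested. A list of sterol synthesis genes, and the comparison of the shares with an unadjusted p under 0.05, were added after the data were seen.

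The comparisons, tests, lists and alternatives not marked as added, and the rule for naming genes, were set before the data were examined. By that rule, a gene was named if it had a symbol that is not a predicted or pseudogene name, an adjusted p under 0.05, a log2 fold change of at least 2 in either direction, a mean of at least 50 counts in the higher group and all libraries with M2-Exo on one side of those without it, up to 3 rises and 3 falls per comparison, and the genes of a list written by hand from the paper were named as well, most of which the paper measures and some of which it only mentions. In the hyperoxia libraries 0 genes met the rule for called genes, and in the LPS libraries 1 did, Ncoa4. Genes named outside the rule are marked as chosen after their values were seen.

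The alternatives were RLE normalization and library size alone in place of TMM, no filter on low counts or at least 10 counts in every library, the exact test of edgeR, the Wald test of DESeq2 1.42.0, all 12 libraries in a fit, the replicate number as a block, limma on log2 FPKM with a pseudocount of 1 or 0.1 and a mean FPKM of at least 1 or no filter, an adjusted p or a log2 fold change of 1 in the thresholds, camera with an estimated correlation, fry, every Rpl and Rps symbol with pseudogenes in place of the ribosomal protein list, and each library left out in turn. Added after the data were seen were the unadjusted p with no fold threshold, the exact test with no filter, the fold change alone with no filter, and the same alternatives for the single lists. The results were also computed for all 10 splits of the 6 libraries of a comparison into 3 and 3, and for the interaction for 100 of the 200 ways to swap the M2-Exo label within the models.

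The edgeR fit was tested on simulated data with 200 changed genes. At a log2 fold change of 0.5, 44.5% of them were called with the hyperoxia libraries as the model and 61% with the LPS libraries; at 1, 80% and 86%; at 2, 100% and 98%. False calls numbered between 10 and 28 per simulation. With camera, a simulated shift of 0 in the ribosomal protein genes gave medians of 0.0042 and -0.0071 and no small p in the 2 comparisons, and a shift of 0.2 gave medians of 0.187 and 0.196 with a p far under the threshold in both. The simulated genes were drawn independently of one another, so this does not test the preset correlation on genes that vary together. For the real hyperoxia split, the unadjusted camera p of this list was 1.3e-06. The other hyperoxia splits gave 9.36e-06 to 0.819.

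A gene with a mean of at least 300 counts was said to step between libraries when the largest gap between its 6 sorted log2 CPM values was at least 0.5 and at least as large as the rest of their range. Step genes were compared with 10000 draws of genes matched on mean count, for overlap with other genes, for annotated transcripts and for near-identical stretches in the transcripts of other genes, found with BLAST 2.17.0 against GENCODE M21. Lists were compared with 10000 lists matched on mean count, GC content and length. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

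KEGG enrichment was not repeated, since its gene sets were not used here. Untreated cells were not among the libraries. No library was left out of the comparisons.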

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

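The list of sterol synthesis genes, and the tests of steps in the counts, of the scaling, of 1 LPS library, of macrophage RNA carried by M2-Exo, of other cells and of male cells, were chosen only after the results were seen. The results of this part come from lists of genes that the paper does not analyse, although it names some of their members, or from differences between the hyperoxia and the LPS model. The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, so a result that only the real split gives has a share of 1 in 10 and cannot go lower.

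The sterol synthesis genes were lower with M2-Exo in LPS. The paper does not analyse them as a group, although its discussion cites other work on SQLE and cholesterol in ferroptosis, and Sqle changed here by -0.26 (adjusted p = 0.586 in edgeR). The paper did measure srebp1 and scd1, which are not on this list. It reports that M2-Exo inhibited their activation by LPS, with the opposite trend in hyperoxia. Here Srebf1 changed by 0.058 and Scd1 by -0.17 in LPS. In hyperoxia they changed by -0.089 and -0.015, and no adjusted p of these was under 0.05 in edgeR. All 24 sterol synthesis genes tested were lower in LPS + M2-Exo, with a median log2 fold change of -0.29. Of these, 10 had an adjusted p under 0.05 over all genes tested in edgeR (Benjamini-Hochberg), and 22 had an unadjusted p under 0.05. The summed level was 7252.5 to 7371 CPM in the LPS libraries and 5839.5 to 5907.3 CPM in the LPS + M2-Exo libraries. Among the most abundant genes, the log2 fold change was -0.34 for Cyp51, -0.31 for Insig1, -0.37 for Hmgcs1 and -0.51 for Idi1. The camera adjusted p was 6.45e-38 in limma, and 0.000765 with an estimated correlation and 1.4e-05 with fry, adjusted over the 3 tests of this list, 1 per model and 1 of their difference. Near-identical stretches in other transcripts were found for 6 of its 25 genes, and 7 overlap another gene, Cyp51 among them. Over 14 alternatives the median lay between -0.32 and -0.28, and 1 of the 10 splits, the real one, gave so small a camera p. The tables argue against GC content, length and scaling. Of 10000 lists matched on mean count, GC content and length, 0 had so low a median and the lowest reached -0.036 (permutation p = 1e-04, the smallest they can give). The list lay at -0.32 relative to the median of these lists, and a factor that scales a whole library would move both alike. Of the 24 genes, 0 stepped between the LPS libraries, but a step needs a gap of at least 0.5 and the falls were mostly smaller, so steps in the counts stay open. Batches of library preparation are not given, and 10 splits are too few to exclude chance. A biological explanation stays open as a hypothesis, since it was found and tested on the same data. M2-Exo might have supplied sterol to the cells, which would lower the genes of sterol synthesis, and the sterol exporter Abca1, singled out after its values were seen, rose by 0.49 (standard error 0.063, adjusted p = 0.0347 from edgeR with Benjamini-Hochberg adjustment, higher in all 3 libraries), although its adjusted p was above 0.05, at most 0.11, in each of the 6 fits without 1 library. No sterol was measured, and no test separated this from other effects of M2-Exo.

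The same genes differed between the models. In the hyperoxia libraries 19 of 24 were higher and 5 lower with M2-Exo, with a median of 0.092 (camera adjusted p = 0.00286 and fry adjusted p = 0.447, both limma). As small a camera p came from 7 of the 10 splits, so the rise in hyperoxia is not set apart from the variation between libraries. The median difference of the effect, hyperoxia minus LPS, was 0.39 (camera adjusted p = 1.49e-26, 0.0103 with an estimated correlation and 0.00128 with fry, all limma), between 0.30 and 0.42 over 19 alternatives. It was as marked by camera p in 3 of 100 ways to swap the M2-Exo label within the models. In Hyp + M2-Exo the summed level varied from 2849.2 to 3500.9 CPM, beyond the range in Hyp from 2925.3 to 3049.4 CPM. The models differ in LPS, in oxygen and in whatever else differed between the cultures, and these cannot be told apart, so a dependence of the effect on the injury is a hypothesis that the design leaves untested.

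Interferon genes were lower with M2-Exo in LPS, in genes the paper does not discuss. All 26 genes tested were lower in LPS + M2-Exo, with a median log2 fold change of -0.49 (camera adjusted p = 3.67e-14 in limma, Benjamini-Hochberg over 30 tests). With an estimated correlation the adjusted p was 0.372, and with fry 0.155. In edgeR 0 genes had an adjusted p under 0.05 over all genes tested, 13 did when adjusted over the list alone, and 17 had an unadjusted p under 0.05. The real split was 1 of 10 with so small a camera p. LPS replicate 1 summed to 1131.9 CPM over the list, against 893.8 and 906.3 CPM in the other LPS libraries and 787.9 to 789.9 CPM in LPS + M2-Exo. Without LPS replicate 1 the median was -0.23 (camera adjusted p = 4.19e-11 in limma), still a fall, and the range over 14 alternatives was -0.60 to -0.23. The lowest of 10000 matched lists reached -0.17, which argues against GC content and length (permutation p = 1e-04, the smallest they can give). Steps in the counts were looked for in the 10 genes with enough counts and found in 1. The other 9 of these were all lower, with a median of -0.26, which is smaller than the gap of 0.5 that a step needs, and 16 genes had too few counts, so steps remain open. Whether M2-Exo lowered the response to LPS, or the LPS libraries differed in how strongly they responded, was not tested and remains open. Between the models, the median difference of the effect was 0.43 (camera adjusted p = 7.62e-09 and fry adjusted p = 0.129, both limma), 0.23 without LPS replicate 1 and at most 0.63. As small a camera p came from 7 of the 100 swaps, so chance is not excluded for this difference. In the hyperoxia libraries, where 12 genes were higher and 12 lower, the median was -0.014 (camera adjusted p = 0.941 in limma).

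Macrophage genes were counted in every group and were lower with M2-Exo in LPS, outside what the paper analysed. In LPS + M2-Exo, 19 of the 20 genes tested were lower, with a median log2 fold change of -0.32 (camera adjusted p = 3.67e-14, fry adjusted p = 0.048 and 0.372 with an estimated correlation, all limma). The median lay between -0.35 and -0.29 over 14 alternatives, and 1 of 10 splits gave so small a camera p. In edgeR 0 genes had an adjusted p under 0.05 over all genes tested, 14 did when adjusted over the list alone, and 15 had an unadjusted p under 0.05. The most abundant genes in LPS and LPS + M2-Exo were Lcp1 (163.1 and 136.7 CPM), Csf1r (104.0 and 82.0 CPM), Lyz2 (99.7 and 75.3 CPM) and Adgre1 (75.2 and 58.5 CPM). Of the 26 genes of the list in the table, 20 passed the count filter in these cultures, and 2, Arg1 and Mrc1, are among the genes the paper measures. Which of them MLE-12 cells express on their own cannot be read from these libraries. The lowest of the 10000 matched lists reached -0.098, against a cause in GC content or length (permutation p = 1e-04, the smallest they can give), and of the 17 genes with enough counts 0 stepped in LPS. Their median of -0.32 is smaller than the gap of 0.5 that a step needs, and 3 genes had too few counts, so steps in the counts remain open. Macrophage RNA carried by M2-Exo would raise these genes, so it cannot be tested by their fall, and a smaller contribution of it is not excluded. The 1 gene that was higher in LPS + M2-Exo was Mrc1, the gene of the M2 marker CD206, at 0.59 (standard error 0.34, adjusted p = 0.578 in edgeR, 0.39 to 0.85 over 13 alternatives), with 12 to 18 counts in LPS and 11 to 25 counts in LPS + M2-Exo, and Arg1 had too few counts to be tested. A lower share of male cells would lower the Y-linked genes as much, but their summed level changed by -0.063 (standard error 0.083) against -0.32 for the macrophage genes. What stays open is other cells in the cultures in a share that varies between libraries. With group means removed, the genes of the list rose and fell together over the LPS libraries, with a mean correlation of 0.176 (permutation p = 0.001 against matched lists, across genes). This suggests a shared source of these transcripts but does not name it, and a lower expression of the same genes by cells that respond to M2-Exo was not tested.

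In hyperoxia the macrophage genes were also lower, 18 of 20, with a median log2 fold change of -0.15 (camera adjusted p = 0.00438, 0.561 with an estimated correlation and 0.482 with fry, all limma). In edgeR 0 genes had an adjusted p under 0.05, over all genes or over the list alone, and 2 had an unadjusted p under 0.05. The result depended on single libraries. Without Hyp + M2-Exo replicate 3 the median was -0.076 (camera adjusted p = 0.294 in limma), and without Hyp + M2-Exo replicate 1 it was -0.37. The camera adjusted p was 0.149 without Hyp + M2-Exo replicate 2 and 0.0672 without Hyp replicate 3. As small a camera p came from 4 of the 10 splits. The genes rose and fell together here as well, with a mean correlation of 0.449 (permutation p = 1e-04, the smallest the draws can give, across genes). Other cells in a varying share, for which the value in LPS was 0.176, could account for such a dependence on libraries without an effect of M2-Exo. The difference between the models was not past the threshold (median 0.15, camera adjusted p = 0.192 in limma).

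The p53 target genes, which the paper does not analyse as a group although it measures 1 of them, Bax (0.12 here, adjusted p = 0.567 in edgeR), were higher with M2-Exo in hyperoxia, 14 of 22, with a median log2 fold change of 0.090 (camera adjusted p = 0.00438, fry adjusted p = 0.16 and 0.372 with an estimated correlation, all limma). In edgeR 0 had an adjusted p under 0.05, over all genes or over the list alone, and 5 had an unadjusted p under 0.05. Without Hyp + M2-Exo replicate 3 the median was 0.040 (camera adjusted p = 0.0865 in limma), and without Hyp replicate 3 it was 0.057. The real split was 1 of 10 with so small a camera p. In LPS the median was -0.013 (camera adjusted p = 0.992 in limma), and the difference between the models had a camera adjusted p of 0.124 in limma. No technical or biological explanation was tested beyond the splits.

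ATF4 target genes were higher with M2-Exo in LPS, 17 of 23, with a median log2 fold change of 0.085 (camera adjusted p = 0.0134, fry adjusted p = 0.1 and 0.372 with an estimated correlation, all limma). In edgeR 0 had an adjusted p under 0.05 over all genes tested, 3 did when adjusted over the list alone, and 8 had an unadjusted p under 0.05. The camera adjusted p was 0.0518 without LPS replicate 1 and 0.0582 without LPS + M2-Exo replicate 3, with medians from 0.060 to 0.11 over 14 alternatives, and 1 of 10 splits gave so small a camera p. Between the models the median difference was -0.12 (camera adjusted p = 0.00956, fry adjusted p = 0.038 and 0.195 with an estimated correlation, all limma), from -0.16 to -0.10 over 19 alternatives, and 1 of the 100 swaps, the real labels, gave so small a camera p. In the hyperoxia libraries the median was -0.0076 (camera adjusted p = 0.25 in limma). The list shares 4 genes with the mTOR list and 3 with the ferroptosis list. GC content, overlap and batch were not tested for this list, so a biological difference between the models is only 1 of the explanations left open.

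Mitochondrial ribosomal protein genes were higher with M2-Exo in LPS, 49 of 77, with a median log2 fold change of 0.043 (camera adjusted p = 0.0239, fry adjusted p = 0.102 and 0.372 with an estimated correlation, all limma). In edgeR 0 had an adjusted p under 0.05, over all genes or over the list alone, and 4 had an unadjusted p under 0.05, 5.19% against 11.1% of the other genes. The camera adjusted p passed 0.05 in 4 of the 6 fits without 1 library, at 0.0518 without LPS replicate 1, 0.0594 without LPS replicate 3, 0.0959 without LPS + M2-Exo replicate 2 and 0.0597 without LPS + M2-Exo replicate 3. The real split was 1 of 10 with so small a camera p. In hyperoxia the median was 0.033 (camera adjusted p = 0.0959 in limma). No biological explanation was tested.

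Mitochondrially encoded genes, which the paper does not discuss, were lower with M2-Exo in LPS, 12 of 13, with a median log2 fold change of -0.080 (camera adjusted p = 0.000613, fry adjusted p = 0.408 and 0.527 with an estimated correlation, all limma). In edgeR 0 had an adjusted p under 0.05, over all genes or over the list alone, and 3 had an unadjusted p under 0.05. Without LPS + M2-Exo replicate 1 the median was -0.047 (camera adjusted p = 0.101 in limma), without LPS replicate 3 it was -0.14, and without LPS + M2-Exo replicate 2 it was -0.13. As small a camera p came from 3 of the 10 splits. In hyperoxia 12 of 13 were higher with M2-Exo, with a median of 0.040 (camera adjusted p = 0.0817 in limma). The median difference between the models was 0.14 (camera adjusted p = 0.00012 and fry adjusted p = 0.317, both limma), down to 0.092 without LPS + M2-Exo replicate 1 and 0.093 without Hyp replicate 3, and 21 of the 100 swaps gave so small a camera p. Chance is therefore not excluded for the difference, and no biological explanation was tested.

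The ribosomal protein genes also differed between the models, with a median difference of 0.031 (camera adjusted p = 0.0148 and fry adjusted p = 0.16, both limma). The camera adjusted p was 0.123 without Hyp replicate 1 and 0.0698 without Hyp + M2-Exo replicate 1, the median was 0.053 without Hyp replicate 3 and 0.049 without LPS replicate 1, and 20 of the 100 swaps gave so small a camera p, so chance is not excluded.

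Gene by gene, the M2-Exo effect differed between the models for 5 of 14187 genes (interaction term in edgeR, Benjamini-Hochberg adjusted p under 0.05), and 1387 genes had an unadjusted p under 0.05. They were named after their values were seen. The differences, hyperoxia minus LPS, were -0.79 for Slc30a7 (adjusted p = 0.000138 in edgeR), 0.94 for Pigb (0.00246), 0.52 for Acat2 (0.00639), -0.43 for Usp36 (0.0221) and -0.52 for Ube2s (0.0244). At least 5 interaction genes came from 11 of the 100 swaps, so chance is not excluded for the number. Without Hyp + M2-Exo replicate 1 the number was 34, and without the other libraries it was 4 to 10, with 10 without LPS + M2-Exo replicate 2, 9 without LPS replicate 3 or Hyp replicate 2, and 8 without LPS replicate 1. Slc30a7 and Pigb stepped between the LPS libraries and not between the hyperoxia libraries. Pigb and Ube2s overlap other genes of the table, and Slc30a7, Pigb and Acat2 have near-identical stretches in other transcripts, so these 4 are uncertain. With 1 LPS library left out, the fall of Acat2 in LPS was called in 4 of 6 fits and the rise of Ube2s in 2 of 6, and the fall of Usp36 in hyperoxia was called in 0 of 6. No biological explanation was tested for these genes.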

How the results depend on the processing

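Across the alternatives set beforehand, the counts of genes and the lists kept their direction, their side of the threshold or, for a count, stayed within 1.5 times in 119 cases. In 42 cases a count moved by more, 12 reversed a direction, 2 brought a list past the threshold and 1 took a list below it. Of the single genes named by the rule, 564 cases were unchanged in these terms, 42 reversed a direction and 1 fell below the threshold. Unless a reason is given, the cause was not tested. RLE normalization and library size only moved no count of genes by more than 1.5 times in either model, and kept all 14 hyperoxia genes and all 25 LPS genes called by adjusted p in edgeR.

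The number of hyperoxia genes past the paper's thresholds, 6, became 122 with no filter on low counts, where more genes of few counts are tested, and 2 with at least 10 counts in every library. It was 12 with all 12 libraries in the fit, 0 with limma on log2(FPKM + 1) with a filter and without one (11 and 7 genes, respectively, had an adjusted p under 0.05 in these fits), and 2 with log2(FPKM + 0.1). An adjusted p with the same fold gave 1, and a fold change of 2 gave 37, since fewer or more genes can pass. For LPS the number was 3, and the same settings gave 96 with no filter, 1 with the strict filter, 23 with all 12 libraries, 1 with limma on log2(FPKM + 1) with or without a filter, and 46 with a fold change of 2. The exact test with no filter gave 138 in hyperoxia and 115 in LPS, the unadjusted p alone 1171 and 1481, and the fold alone with no filter 1349 and 1156, all chosen after seeing the data. Leaving out 1 library gave 7 to 11 genes in hyperoxia and 7 to 12 in LPS, with the highest numbers without Hyp replicate 3 and without LPS + M2-Exo replicate 1. With 5 libraries the filter kept more genes, 13968 to 13993 in hyperoxia and 13518 to 13553 in LPS.

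By adjusted p, the 14 hyperoxia genes became 37 with DESeq2 (13 of the 14 kept), 28 with the exact test (14 kept), 2 with all 12 libraries (2 kept) and 7 with limma on FPKM with no filter (7 kept). The 25 LPS genes became 125 with DESeq2 (24 kept), 101 with the exact test (25 kept) and 12 with all 12 libraries (10 kept). The fits without 1 library called 12 to 21 genes in hyperoxia and 21 to 39 in LPS, where the highest was without LPS replicate 1.

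The replicate numbers were not shown to pair the samples. Residuals of the same number correlated by 0.04, 0.084 and 0.084 in hyperoxia and by 0.0088, 0.077 and 0.014 in LPS. Those of different numbers correlated by -0.0706 to -0.0103 in hyperoxia and by -0.0562 to 0.0422 in LPS. In hyperoxia every value for the same number was the higher, so a weak pairing is not excluded there. With the replicate number as a block, 8 genes were called by adjusted p in hyperoxia and 6 in LPS, 8 genes passed the paper's thresholds in LPS, and the hyperoxia ferroptosis median became -0.0043. The block leaves fewer degrees of freedom.

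Of the lists, the hyperoxia ribosomal protein result (median 0.05) was past the threshold in 14 of 15 alternatives and lost it with an estimated correlation (adjusted p = 0.226, camera in limma), with medians from 0.04 to 0.064. The LPS ribosomal protein median stayed above 0, from 0.0034 to 0.022 in 15 alternatives, and never passed the threshold. The mTOR median in hyperoxia became -0.0021 with no filter, and it ran from -0.021 to 0.011 without 1 library. The ferroptosis median ran from -0.017 to 0.022 in hyperoxia and from -0.032 to 0.026 in LPS without 1 library. These medians lie near 0, so a sign change is a small shift. With fry the LPS mTOR list (median 0.013, adjusted p = 0.044) and the LPS ferroptosis list (median 0.011, adjusted p = 0.0468, both limma) passed the threshold. Of the other lists, 7 results passed the threshold with camera, 0 with an estimated correlation (2 had an unadjusted p under 0.05) and 2 with fry, of which 1, the LPS macrophage genes, was among the 7. The single lists, checked with alternatives added after the data were seen, were unchanged in these terms in 174 cases and fell below the threshold in 33.

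The number of genes whose effect differed between the models, 5, was 13 with no filter, 67 with DESeq2 and 1 with the replicate block, and 4 to 34 without 1 library, with 34 without Hyp + M2-Exo replicate 1. No exact test could be run for the interaction.

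Among the genes of the list written from the paper, directions changed in these cases. With the block, hyperoxia Ccl2 was -0.0025 and Bcl2 -0.0034. With library size only, LPS Tsg101 was -0.0013 and Cd63 -0.0022, and with all 12 libraries LPS Il1b was 0.0011. Without 1 library at a time, the log2 fold change in hyperoxia ran from -0.041 to 0.054 for Gpx4, from -0.025 to 0.46 for Mrc1, from -0.099 to 0.11 for Il6, from -0.13 to 0.12 for Ccl2 and from -0.098 to 0.16 for Bcl2. In LPS it ran from -0.046 to 0.051 for Tsg101, from -0.025 to 0.022 for Cd63, from -0.15 to 0.13 for Il6, from -0.20 to 0.12 for Il1b, from -0.16 to 0.22 for Aqp5, from -0.012 to 0.045 for Gapdh, from -0.0028 to 0.046 for Akt1, from -0.025 to 0.012 for Map3k20, from -0.11 to 0.049 for Bcl2, from -0.071 to 0.015 for Bax and from -5e-04 to 0.059 for Sftpc. Ncoa4, which the paper does not name, changed by 0.040 in hyperoxia, by -1.27 without Hyp + M2-Exo replicate 2 and by 1.35 without Hyp replicate 3, the libraries with 1105 and 1187 counts. Ncoa4 in LPS kept its fall throughout and lost its call with all 12 libraries in the fit (adjusted p = 0.345 in edgeR).

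Depth limits the genes of few counts most. The 6 hyperoxia genes past the paper's thresholds had a median of 17.5 mean counts per library, and with at least 10 counts in every library 2 genes passed.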

Differences from the paper's values

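For hyperoxia, the number of genes past the paper's thresholds was 6, against the paper's 1302 DEGs. The number higher with M2-Exo was 2 against the paper's 820, and the number lower was 4 against the paper's 482. None of the alternatives set before the data were examined closed the gap for any of the 3 numbers. The nearest of them, no filter on low counts, gave 122 genes, 70 higher and 52 lower. Settings chosen after seeing the values came closer. A log2 fold change past the threshold with no filter on low counts and no p gave 1349 genes, 704 higher and 645 lower, which is within 1.5 times the paper's value for all 3 numbers, and an unadjusted p under 0.05 with no fold threshold gave 1171 genes, 529 higher and 642 lower, within 1.5 times the paper's values for the total and the lower genes but not for the higher ones. The exact test of edgeR with no filter, also chosen after seeing the values, gave 138 genes, 67 higher and 71 lower.

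For LPS, the number was 3 genes against the paper's 117 DEGs, with 1 higher against the paper's 85 and 2 lower against the paper's 32. Of the alternatives set before the data were examined, no filter on low counts gave 96 genes in all, within 1.5 times the paper's value, but with 45 higher and 51 lower, which are not. A fold change of 2 gave 29 lower genes, within 1.5 times the paper's value, but 46 genes in all and 17 higher. The other alternatives set beforehand closed none of the 3 gaps. Among the settings chosen after seeing the values, the exact test of edgeR with no filter gave 115 genes in all, within 1.5 times the paper's value, with 40 higher and 75 lower, which are not. The unadjusted p alone gave 1481 genes, and the fold alone with no filter gave 1156, both above the paper's value.

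The paper's Figure 7 ties the DEGs of both comparisons to the ribosome and to mTOR signaling. Among the genes past the thresholds here, 0 belonged to the hand-written lists of ribosomal protein or mTOR pathway genes in either comparison. Only 6 genes in hyperoxia and 3 in LPS passed, so 0 was likely in any case and does not test the paper's result. At an unadjusted p under 0.05, 18 ribosomal protein genes (21.7%) and 14 mTOR pathway genes (15.9%) were found in hyperoxia, more than among the other genes (Fisher's exact test, one-sided, adjusted p = 0.00099 and 0.0314, chosen after seeing the values). In LPS these were 0 ribosomal protein genes and 15 mTOR pathway genes (16.9%, adjusted p = 0.0966 in the same exact test). The paper reports more DEGs higher than lower with M2-Exo in both comparisons, and at the same thresholds here 2 were higher and 4 lower in hyperoxia, and 1 higher and 2 lower in LPS. In hyperoxia more genes were higher than lower with no filter on low counts (70 and 52), with a fold change of 2 (21 and 16), without Hyp replicate 1 (6 and 3), without Hyp replicate 3 (6 and 5) and, chosen after seeing the values, with the fold alone and no filter (704 and 645). Fewer were higher than lower without Hyp replicate 2 (3 and 7), without Hyp + M2-Exo replicate 2 (3 and 4) or replicate 3 (3 and 6), with the replicate block (3 and 6), in DESeq2 (1 and 3) and, chosen after seeing the values, with the unadjusted p alone (529 and 642) and the exact test with no filter (67 and 71). By adjusted p in hyperoxia the numbers were 7 and 7 in edgeR, 21 and 16 in DESeq2 and 15 and 13 in the exact test, and no alternative run for this number had fewer higher than lower. In LPS more were higher than lower with all 12 libraries in the fit (12 and 11) and without LPS replicate 1 (8 and 3), replicate 2 (5 and 2) or replicate 3 (6 and 5). Fewer were higher than lower in LPS without LPS + M2-Exo replicate 1 (2 and 10) or replicate 2 (2 and 8), with the replicate block (3 and 5), with limma on log2(FPKM + 0.1) (0 and 3), with no filter (45 and 51), with a fold change of 2 (17 and 29) and by adjusted p in edgeR (7 and 18) and in DESeq2 (44 and 81).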

Other observations

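The tests of steps as a property of the gene and as a cause of called genes, of called genes that overlap another gene, and of other cells and the Y-linked genes were chosen only after the results were seen.

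Some genes stepped between 2 levels across the 6 libraries of a model, whatever the group. In hyperoxia 250 of 9106 genes with a mean of at least 300 counts did so (2.75%), with a median gap of 0.74 on the log2 scale, and in LPS 253 of 8626 (2.93%, median gap 0.78). Counts simulated without steps, with the variation edgeR fits for genes of similar abundance, gave 12 step genes in hyperoxia and 8 in LPS. This argues against sampling noise of that size, but genes with a larger variation of their own were not simulated. Of 200 steps planted in simulated counts 183 and 191 were found, with 6 false steps each. The planted steps were larger than these median gaps and lay in genes with more counts than the rule needs, so smaller steps may be missed more often. Of the genes that split 3 libraries from 3, 9 of 45 in hyperoxia and 7 of 48 in LPS split by M2-Exo, against 4.5 and 4.8 by chance. Steps in the libraries of both models were found for 115 genes, against the 6.77 that chance gives among 8297 genes (Fisher's exact test, one-sided, p = 2.12e-123), which suggests a property of the gene more than of a treatment. Step genes overlapped another gene of the table more often than genes matched on mean count (47.4% against 39.9%, permutation p = 0.002), had more annotated transcripts (7.22 against 6.41, permutation p = 3e-04) and more often had a near-identical stretch in another transcript (28.7% against 23.7%, permutation p = 0.01). Of the 74 step genes with an expressed overlapping gene, 6 (8.11%) had one that moved the opposite way, with a mean rank correlation under -0.7, against a mean of 1.61% over 10000 draws of matched genes (permutation p = 5e-04). Reads shared with overlapping genes, reads assigned among several transcripts and near-identical copies may therefore each account for part of the steps, although each was more frequent by a small margin and most step genes are not accounted for. No biological explanation was tested.

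Steps may also account for part of the genes called by adjusted p. Of the hyperoxia genes, 7 of the 12 with enough counts in LPS stepped between the LPS libraries, against 2.86% of the other genes (Fisher's exact test, one-sided, p = 1.2e-08). Of the LPS genes, 4 of 23 stepped between the hyperoxia libraries, against 2.71% (Fisher's exact test, one-sided, p = 0.00325). The genes that stepped in both models included Cap1, Rsl24d1, Zfp451, Txndc5, Kirrel, Rragd and Ncoa4. A gene that steps for a reason other than the treatment can separate 3 libraries from 3 by accident, and this would give a small p. Of the called genes, 3 in hyperoxia and 18 in LPS were not found to step in either model. Genes with too few counts to be looked at can be among these, such as Gm20547 in LPS, with a mean of 12 counts. In hyperoxia C330011M18Rik, with a mean of 17.2 counts, could not be looked at in its own model either. Of the 43 genes called by adjusted p or past the paper's thresholds that also passed the filter in all 12 libraries, 23 overlapped another gene of the table, against 17.3 expected from genes matched on mean count (permutation p = 0.053), so a contribution of shared reads to these calls cannot be told apart from chance with so few genes.

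Other splits of the libraries gave numbers of genes as follows. In hyperoxia 4 of the 10 splits gave at least as many genes past the paper's thresholds as the real one, and the other splits gave 2 to 7. By adjusted p the real split, with 14 genes, was the 1 of 10 with so many, and the others gave 2 to 11 (median 4). The number with an unadjusted p under 0.05 was 1171 for the real split and 313 to 1135 for the others. In LPS 4 of 10 splits gave at least as many genes past the paper's thresholds, and the others gave 0 to 4. By adjusted p the real split, with 25 genes, was the 1 of 10, with 1 to 11 genes in the others (median 7), and 1481 genes had an unadjusted p under 0.05, against 368 to 782. With 10 splits the smallest possible share is 1 in 10. For the lists, a camera p as small as the real one came from 1 of 10 splits for the ribosomal protein genes in hyperoxia and 5 of 10 in LPS, from 10 of 10 for the mTOR pathway genes in hyperoxia and 1 of 10 in LPS, and from 10 of 10 for the ferroptosis genes in hyperoxia and 4 of 10 in LPS.

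Across the 12929 genes tested in both models, the log2 fold changes with M2-Exo correlated with r = 0.044 (genes are not independent replicates). Most genes changed little in either model, so this value does not show how alike the effects of M2-Exo were. The genes called by adjusted p in edgeR shared 0 between the models, but 14 and 25 genes are too few to decide this. The macrophage genes were lower with M2-Exo in both models. The sterol synthesis genes were lower in LPS and mostly higher in hyperoxia. Without M2-Exo, the libraries differed between the models in 10465 of 13805 genes (adjusted p under 0.05 in edgeR), 5249 higher and 5216 lower in hyperoxia. The model and any batch of the cultures cannot be told apart in that comparison.

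Y-linked genes were counted beside Xist in every library. The summed level of the 4 Y-linked genes was 16.8 ± 1.2 CPM (SD, n = 3) in LPS, 16.1 ± 1.12 in LPS + M2-Exo, 3.55 ± 0.18 in Hyp and 3.59 ± 1.07 in Hyp + M2-Exo, while Xist lay between 1595 and 1982 CPM in all 12 libraries. In LPS over Hyp the median log2 fold change was 2.28 for the Y-linked genes, all 4 higher with an adjusted p under 0.05 in edgeR. Reads of the X-linked copies are argued against, since those had a median of -0.18 and Xist changed by -0.088. Other cells in the cultures, in a share that differs between the models, may account for the Y-linked genes. The macrophage genes differed the same way, with a median of 2.05 and 20 of 21 higher in LPS, 19 of them with an adjusted p under 0.05 in edgeR, and their summed level was 897 CPM in LPS, 717 in LPS + M2-Exo, 235 in Hyp and 211 in Hyp + M2-Exo. The most abundant of them, Lcp1, had 163.1 CPM in LPS and 49.6 CPM in Hyp. Of the 26 macrophage genes in the table, 2 are also among those the paper measures. A response of the same cells to LPS that raises both sets was not tested, and the model and any batch of the cultures are confounded. Whether the same cells carry both sets could not be decided. Over the 6 hyperoxia libraries the summed levels correlated with Pearson's r = 0.799 (exact permutation p = 0.0528, Benjamini-Hochberg adjusted 0.106) and Spearman's rho = 0.6 (exact permutation p = 0.242, adjusted 0.419), and with r = 0.601 without the 2 libraries farthest from the median. Over the 6 LPS libraries r was 0.349 (exact permutation p = 0.478, adjusted 0.478) and rho 0.429 (exact permutation p = 0.419, adjusted 0.419), and r was 0.802 without the 2 farthest libraries. With group means removed, r was 0.906 in hyperoxia and 0.0593 in LPS. These were 2 relations, 1 in each model. The 2 explanations cannot be told apart with 6 libraries.

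The paper measures several transcripts by qPCR in its own experiments, and the libraries hold values for the same genes. A list written by hand held 23 genes that the paper measures or mentions. It leaves out some that the discussion only cites, such as Sqle, Tyms and Bcat1, and includes others that it only cites, Ccl2, Nlrp1a and Nlrp1b. Of the 23 genes, 20 were tested in hyperoxia and 22 in LPS, since Arg1 in both models and Nlrp1a and Il1b in hyperoxia had too few counts. In edgeR 0 had an adjusted p under 0.05 in either model, over all genes or when adjusted over the list alone, where the smallest were 0.0845 and 0.0527, and 3 in hyperoxia and 4 in LPS had an unadjusted p under 0.05. These were Akt1 (-0.14), Bax (0.12) and Sftpc (0.22) in hyperoxia, and Scd1 (-0.17), Nlrp1b (-1.23), Mapk14 (0.71) and Gpx4 (0.12) in LPS. The log2 fold changes ran from -0.77 to 0.22 in hyperoxia and from -1.23 to 0.71 in LPS. The lowest in hyperoxia, that of Nlrp1b, ran from -1.50 to -0.30 without 1 library at a time. Gpx4 changed by 0.0053 (standard error 0.060, adjusted p = 0.981 in edgeR) in hyperoxia, with a sign that depends on the library left out, and by 0.12 (standard error 0.047, adjusted p = 0.411 in edgeR, higher in all 3 libraries) in LPS. The gene of ZAKα, Map3k20 in current nomenclature, changed by -0.026 (standard error 0.042, adjusted p = 0.864 in edgeR) in hyperoxia and by -0.0056 (standard error 0.036, adjusted p = 0.977 in edgeR) in LPS. The gene of p38α, Mapk14, stepped between the libraries of both models and changed by -0.41 (standard error 0.458) in hyperoxia. Without 1 library at a time, its change ran from -1.06 to -0.15 in hyperoxia and from 0.30 to 0.97 in LPS. Aqp5 changed by 0.16 and 0.023 and Bcl2 by 0.013 and -0.003 in hyperoxia and LPS. The protein activities the paper measures cannot be read from these libraries.

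The remaining lists had no camera adjusted p under 0.05 in limma. The median log2 fold changes in hyperoxia and LPS were 0.014 and 0.024 for the cell cycle genes (camera adjusted p = 0.751 and 0.101), -0.058 and -0.026 for the NF-kB genes (0.103 and 0.565), 0.027 and 0.0011 for the NRF2 genes (0.683 and 0.565), -0.044 and 0.035 for the p38 pathway genes (0.122 and 0.66), -0.12 and -0.068 for the Y-linked genes (0.856 and 0.992) and -0.088 and -0.060 for the histone genes (0.146 and 0.25). For the p38 pathway genes in hyperoxia, 14 of 16 were lower, and fry in limma gave an adjusted p of 0.00304, whereas 0 genes had an adjusted p under 0.05 and 2 had an unadjusted p under 0.05 in edgeR.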
